# Circadian Phase Has Profound Effects on Differential Expression Analysis

**DOI:** 10.1371/journal.pone.0049853

**Published:** 2012-11-20

**Authors:** Polly Yingshan Hsu, Stacey L. Harmer

## Abstract

Circadian rhythms are physiological and behavioral cycles with a period of approximately 24 hours that are generated by an endogenous clock, or oscillator. Found in diverse organisms, they are precisely controlled and provide growth and fitness benefits. Numerous microarray studies examining circadian control of gene expression have reported that a substantial fraction of the genomes of many organisms is clock-controlled. Here we show that a long-period mutant in Arabidopsis, *rve8-1,* has a global alteration in phase of all clock-controlled genes. After several days in constant environmental conditions, at which point the mutant and control plants have very different circadian phases, we found 1557 genes to be differentially expressed in *rve8-1*, almost all of which are clock-regulated. However, after adjusting for this phase difference, only a handful show overall expression level differences between *rve8-1* and wild type. Thus the apparent differential expression is mainly due to the phase difference between these two genotypes. These findings prompted us to examine the effect of phase on gene expression within a single genotype. Using samples of wild-type plants harvested at thirty-minute intervals, we demonstrated that even this small difference in circadian phase significantly influences the results of differential expression analysis. Our study demonstrates the robust influence of the circadian clock on the transcriptome and provides a cautionary note for all biologists performing genome-level expression analysis.

## Introduction

Circadian rhythms are physiological and behavioral cycles with period length around 24 hours that are produced by an endogenous clock [1]. They are widely observed in nature, presumably because they help organisms prepare for predictable environmental change such as day/night cycles. Circadian rhythms can be further classified according to their daily phases, or times of peak expression [2]–[5]. Different groups of circadian rhythms are timed to occur at specific times of day to optimize physiology and growth. Functional circadian clocks provide a crucial fitness advantage in diverse organisms: disruption of clock components results in disorder of sleep/wake cycles in humans [6] and reduction of photosynthesis and overall survival in cyanobacteria and plants [7], [8].

Clock systems can be generalized as consisting of three major parts [1]: (1) input pathways, which sense environmental timing cues such as light or temperature and can reset the clock, (2) the central oscillator (or the central clock), which consists of interlocking transcriptional/translational feedback loops, and (3) outputs, biological rhythms with a free-running period of approximately 24 hours. Although the identities of clock genes vary between different organisms, many clock components are transcription factors involved in regulatory feedback loops. In Arabidopsis, the first-identified transcriptional loop of the central clock is composed of three transcription factors: CCA1 and LHY, two MYB-like transcription factors highly expressed in the morning [9], [10], and TOC1, a CCT-domain containing transcription factor with peak abundance in the evening [11], [12]. The two morning-phased transcription factors repress *TOC1* expression by directly binding to a motif found in the *TOC1* promoter called the evening element (EE) [12], [13]. The EE is overrepresented in evening-phased genes and when multimerized confers evening-phased expression on a reporter gene [4], [13]. TOC1 was recently reported to be a transcription factor that directly inhibits *CCA1* and *LHY* expression [14], [15], revealing that these three proteins function in a double-negative feedback loop.

In plants as in other eukaryotes, multiple transcriptional feedback loops are coupled together to generate the circadian oscillator. A second negative feedback loop in Arabidopsis is formed between CCA1/LHY and three TOC1 homologs: PRR5, PRR7 and PRR9 [16]. We recently described another transcriptional loop involving one of these pseudoresponse regulators and *RVE8*, a homolog of *CCA1* and *LHY*. RVE8 promotes expression of *PRR5*, possibly by binding to the EE found in the *PRR5* promoter, and *RVE8* expression is in turn repressed by PRR5 [17].

Transcriptional regulation is not only key to oscillator function in all eukaryotes studied, but also plays an important role in control of clock outputs. In the past decade, microarrays have been widely used in many model systems to simultaneously monitor levels of thousands of transcripts in the genome. These studies have revealed that 9% to 30% of the transcriptome in cyanobacteria, Arabidopsis, Drosophila and mammals is controlled by the clock [2], [18]–[21]. Identification of pathways enriched for circadian-regulated genes has demonstrated that numerous essential metabolic and physiological pathways are influenced by the clock [2], [21], [22]. The examination of global transcript abundance over circadian time thus allows the identification of both components of the circadian oscillator as well as genes and pathways under circadian regulation.

Here we compare gene expression in the long-period Arabidopsis mutant, *rve8-1* [17] and in wild-type plants after several days of growth in constant environmental conditions. This prolonged time in free-running conditions resulted in a global 4-hour delay, approximately 17% of a daily cycle, in the phase of both central clock and output genes in the *rve8-1* mutant relative to wild type, demonstrating that RVE8 acts within the central clock. If we did not take this phase difference into account, a great number of genes were identified as differentially expressed; however, only very few of them showed significant changes in expression levels and/or patterns of gene expression once we compensated for the phase difference. This profound influence of phase on global gene expression prompted us to examine the effects of smaller phase differences on gene expression. Using publicly available microarray data, we demonstrate that even a phase difference as small as 30 minutes (2% of a daily cycle) has a dramatic effect on expression levels of hundreds of genes, a finding with important ramifications for the design of all genome-wide studies.

## Results

### RVE8 Affects Global Circadian-regulated Transcription

To identify target genes controlled by RVE8, we examined the transcriptional profiles of Col and *rve8-1* using AGRONOMICS1 tiling arrays, which cover more than 30,000 annotated Arabidopsis genes [23]. 

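The data were 24 arrays, each hybridized with RNA from 1 harvest of 1 genotype, with 12 arrays for Col and 12 for *rve8-1*. Col is the Columbia wild type, and *rve8-1* carries a T-DNA insertion in *RVE8* (At3g09600), which is annotated as a myb family transcription factor. Harvests were taken every 4 h from 72 to 116 h in continuous light, so that circadian times 0, 4, 8, 12, 16 and 20 h were each sampled on days 4 and 5 of free run. The authors masked poorly performing probes, then corrected the background, normalized the arrays and summarized probe sets over TAIR9 genes with RMA, and deposited 1 log2 value per gene and array. The 25th percentiles of the arrays lay between 3.76 and 4.17 on this log2 scale and the maxima between 13.50 and 13.88. Scanner intensities were not used here, and signal over background can therefore be judged only from these summarized values. As in the paper's methods, the day 5 array of each time of day served as the replicate of the day 4 array, which gives 12 groups of 2 arrays. The 2 arrays of a group thus differ by a day of free run in addition to sampling and technical error, and their number limits the precision of every value. Over expressed genes the SD within groups had a median of 0.17 on the log2 scale (25th to 75th percentile, 0.13 to 0.24). *RVE8* itself was checked first. Its level lay between 4.28 and 7.37 over the Col arrays and between 3.17 and 4.70 over the *rve8-1* arrays, and it was lower in *rve8-1* in each of the 12 pairs of arrays harvested at the same time. A linear model with 1 mean for each genotype and time of day was fitted to all 24 arrays with limma. The paper's text does not name the statistic that selected genes, so a moderated F test over the 6 differences between the genotypes was used, with Benjamini-Hochberg adjustment. In simulated data with the same design, this test called 96% of 200 genes whose level was changed by 1 log2 unit in *rve8-1* and 86% of 200 genes delayed by 4 h with an amplitude of 1. Of the 18873 genes simulated without a difference, it called 0.143%.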

Plants were grown in light/dark cycles for seven days and then transferred to free-running conditions (continuous light and temperature). Since *rve8-1* has a period only approximately one hour longer than wild type, we collected samples on the fourth and fifth days of free run to ensure easy detection of the circadian phase difference between Col and *rve8-1* [17]. Following preprocessing and normalization of raw array data, genes with very low expression levels were filtered out. 

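A gene was kept when at least 4 of the 12 time points of Col, or at least 4 of the 12 time points of *rve8-1*, exceeded 4.5 on the log2 scale. Of the 30237 genes, 19473 passed this filter. The share of genes above 4.5 on a single array ranged from 57.5% to 64.4%. Requiring more than 4 time points left 18856 genes, and requiring 4 time points in each of the time courses left 18404. The printed threshold can also be read as the logarithm of 4.5, which is 2.17 on the log2 scale and which all 30237 genes passed.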

An empirical Bayes statistical analysis using limma [24] was then performed to identify genes differentially expressed between the two genotypes, in which we matched the mutant and wild-type samples according to the time at which they were harvested (i.e. comparing Col_72 and *rve8-1*_72). 

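With *rve8-1* and Col arrays matched by the time at which they were harvested, the moderated F test called 1541 of the expressed genes. The smallest p values belonged to At1g53480 and At5g11330, which did not differ in phase alone. At1g53480 had a level of 8.64 ± 0.13 (SD over 12 time points) in Col and 3.72 ± 0.42 in *rve8-1* (adjusted p = 6.27e-13, limma), the latter under the expression threshold of 4.5. At5g11330, a monooxygenase family gene, had 7.93 ± 0.15 in Col and 6.34 ± 0.14 in *rve8-1* (adjusted p = 8.48e-09). *RVE8* followed with an adjusted p of 1.80e-08. By fold, the alternative that moved this count most was a threshold of 0.01 for the adjusted p, which left 633 genes. A model with a 24 h cosine per genotype in place of a mean per time of day called 3280. Leaving out Col_112 lowered the count to 1018, and with any other array left out it stayed within 1.5 times of the full count.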

Using a multiple-measure adjusted p value less than 0.05 as a cut-off, 1557 genes were identified as significantly differently expressed between Col and *rve8-1*. Further analysis of the time course data (see below) revealed that transcript levels of 86% of these misexpressed genes are controlled by the circadian clock (Fig. 1I). These differentially expressed genes include key clock genes such as *TOC1* and *CCA1* (Fig. 2G–H) as well as a variety of output genes (Fig. 2B–2F). 

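Of the genes called at the same harvest time, 1321 (85.7%) were rhythmic by both of the algorithms applied to the joined time course of 24 points. Of the expressed genes that were not called, 23.5% were rhythmic by the same criterion, an odds ratio of 19.5 over genes, which are not independent replicates of one another. For these lists JTK_CYCLE was rewritten from its published description, and a least-squares cosine fit with permuted time points took the place of COSOPT. The share depended most on the list used, since only 65.2% of the called genes were rhythmic by JTK_CYCLE in the Col time course alone.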

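At circadian time 8, *TOC1* (At5g61380) had a log2 level of 7.00 ± 0.03 (SD, n = 2) in Col and 5.48 ± 0.04 (SD, n = 2) in *rve8-1*. *CCA1* (At2g46830) had the opposite difference at that time, with 4.69 ± 0.16 (SD, n = 2) in Col and 6.57 ± 0.37 (SD, n = 2) in *rve8-1*. Over the 6 times of day, the adjusted p from limma was 0.000397 for *TOC1* and 0.000309 for *CCA1*. Among output genes in Fig. 2B–2F, *IAA29* (At4g32280) had an adjusted p of 0.00128, *FT* (At1g65480) of 0.0329 and *PIF7* (At5g61270) of 0.0389. *GATA21* (At5g56860), with 0.143, did not pass 0.05. The calls of *TOC1*, *CCA1* and *IAA29* held with each array left out in turn. *FT* was no longer called without any 1 of 12 arrays (Col_84, Col_88, Col_92, Col_100, Col_108, Col_112, Col_116, and *rve8-1*_84, *rve8-1*_92, *rve8-1*_108, *rve8-1*_112 or *rve8-1*_116), with an adjusted p of at most 0.0970. *PIF7* was lost without any 1 of 15 arrays (Col_80, Col_84, Col_92, Col_100, Col_104, Col_108, Col_112, Col_116, and *rve8-1*_80, *rve8-1*_84, *rve8-1*_88, *rve8-1*_92, *rve8-1*_96, *rve8-1*_104 or *rve8-1*_108), with an adjusted p of at most 0.141. *GATA21* was called only without *rve8-1*_104 (adjusted p = 0.0333). Other settings also removed the calls of *FT* and *PIF7*, namely no expression filter (adjusted p = 0.0706 and 0.0838) and no moderation (0.0728 and 0.0695), and for *FT* a trend and robust prior (0.0510) and for *PIF7* median centring (0.0565).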

Alteration of both central clock and output genes in *rve8-1* is consistent with previous reports that suggest RVE8 functions close to the central clock in Arabidopsis [17], [25] and thus would be expected to directly or indirectly regulate all clock-controlled genes (CCGs). Inspection of the most highly differentially expressed genes that are also clock-controlled show that they all have a delayed phase in *rve8-1* compared to Col, but reveal no obvious change in overall expression levels (Fig. 1C–1H), with the exception of *RVE8* (*At3g09600*) itself (Fig. 1C).

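The phase of each gene was taken from a 24 h cosine fitted to the 12 arrays of each genotype, with 1 time course per genotype and hence no replicate of the phase beyond the 2 days. The delay of *rve8-1* was 5.97 h for At3g21150, 5.40 h for At1g69830, 5.33 h for At5g66740, 5.28 h for At1g10370 and 5.23 h for At5g42760. Fitted to the days apart, these delays lay between 4.54 and 5.62 h on day 4 and between 5.40 and 6.37 h on day 5. *RVE8* was delayed by 5.54 h. The level difference, taken as the mean over the 6 times of day in *rve8-1* minus that in Col, was -0.03 (standard error 0.07) for At3g21150, -0.16 (0.05) for At1g69830, 0.00 (0.05) for At5g66740, 0.03 (0.06) for At1g10370 and 0.29 (0.08) for At5g42760. None of the 5 passed an adjusted p of 0.05 in limma, with values from 0.071 to 0.992, although At5g42760 did so without *rve8-1*_80 (adjusted p = 0.0245) and without *rve8-1*_112 (0.0499). *RVE8* had a level difference of -2.14 (standard error 0.09, adjusted p = 6.82e-10), a call that held with each array left out. Because its mean in *rve8-1*, 3.95, lies under the expression threshold of 4.5, the size of this fall may be understated.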

**Figure 1:**
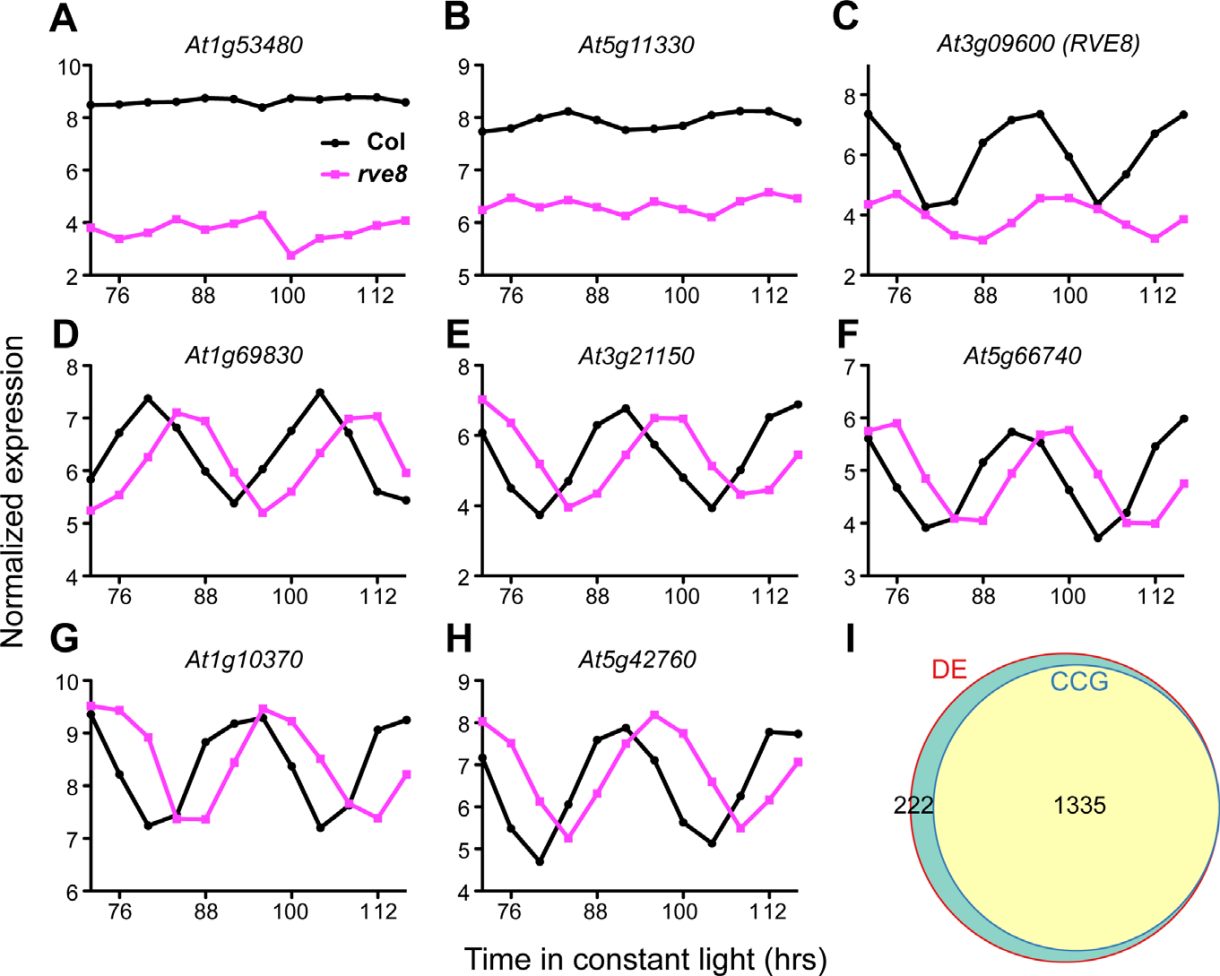
Most of the genes differentially expressed between Col and *rve8-1* are clock-regulated. Plants were entrained in light/dark cycles for 7 days before release to constant light and temperature (free run). Samples were harvested at 4-hour intervals over two days, starting after 72 hours in free run. RNA was extracted and labeled and then hybridized to tiling microarrays. (A–H) The expression patterns of the 8 most differentially expressed genes. The 72 and 96 hours in the x-axis correspond to subjective dawn. Genes expressed with a circadian rhythm (C–H) display a phase delay of about four hours in *rve8-1*, but only *At3g09600* (*RVE8*) also has an obvious expression level difference (C). (I) A weighted Venn diagram presents the relative portion of clock-controlled genes (CCGs) among differentially expressed (DE) genes.

**Figure 2:**
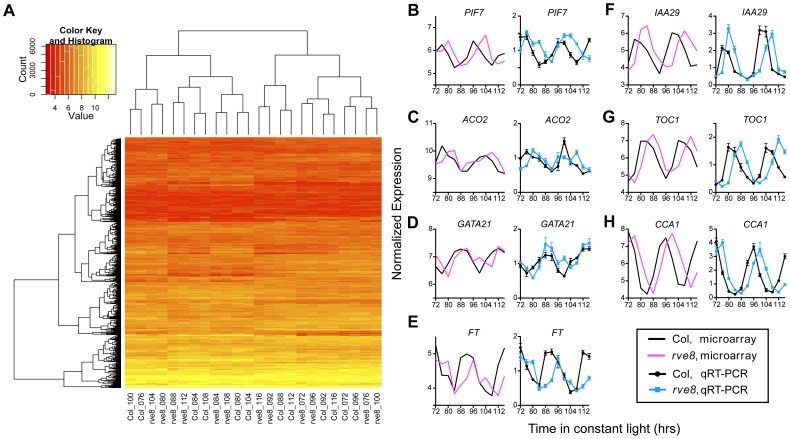
The circadian transcriptome of *rve8-1* has a 4-hour phase delay relative to wild type. (A) Hierarchical clustering of the 1557 genes differentially expressed between the Col and *rve8-1* time courses. Gene identifications are on the y-axis, time of sample collection and genotype are on the x-axis. The color key indicates the expression level in log_2_ scale (red to light yellow: low to high expression) and overall frequency of each expression level. (B–H) Validation of microarray results using qRT-PCR on clock-controlled genes with a range of amplitudes (shown from low to high amplitude). For each panel, the left part shows microarray data and the right shows qRT-PCR results (mean ± SEM from three technical replicates) for the gene examined.

Hierarchical clustering of the 1557 differentially expressed genes showed a strong circadian signature. That is, the Col samples harvested after 76 and 100 hours in free run (24 hours apart) cluster with each other, as do the *rve8-1* samples harvested after 80 and 104 hours in free run (Fig 2A). 

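Distances between arrays were computed as Euclidean distances over the log2 values of the genes called at the same harvest time. Arrays of one genotype harvested 24 h apart had a mean distance of 10.2 in Col and 12.2 in *rve8-1*. Among the *rve8-1* arrays, *rve8-1*_80 was the nearest to Col_76, at a distance of 14.7, and also the nearest to Col_100, at 16.6. The mean distance of Col_76 was 15.5 to *rve8-1*_80 and *rve8-1*_104 and 27.3 to the *rve8-1* arrays harvested at its own time of day. For Col_100 these means were 18.1 and 30.9.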

Notably, these four time points also cluster with each other. 

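For each of the 12 Col arrays, the nearest *rve8-1* array came from the time of day 4 h later (one-sided permutation test over the times of day of the *rve8-1* arrays, p = 0.00011). Averaged over the Col arrays, the distance to the *rve8-1* arrays was 16.4 at 4 h later and 25.8 at the same time of day, and each of the 12 Col arrays was closer to the former. Complete-linkage clustering into 6 clusters placed all 24 arrays in clusters that hold 1 Col time of day and the *rve8-1* time of day 4 h later. Because these genes had been selected for a difference at the same harvest time, the distances were also computed over all expressed genes, where 9 of the 12 Col arrays had a nearest array from 4 h later (permutation p = 0.00034).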

A similar relationship was seen between all the other time points; i.e., the Col samples cluster most tightly with the *rve8-1* samples collected four hours later. Validation of microarray results using qRT-PCR on CCGs that cycle with both low and high amplitudes showed good agreement between the two techniques (Fig. 2B–H), indicating the microarray results are reliable. These data show that after four days in free-run, global circadian gene expression in *rve8-1* is delayed about four hours when compared to Col. 

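JTK_CYCLE called 1095 genes in both genotypes when the time courses were analysed apart. Their median delay in *rve8-1* was 4.76 h (25th to 75th percentile over genes, 4.14 to 5.43 h), and 1092 of them (99.7%) were delayed rather than advanced. A delay of 2 to 7 h was found for 94.3% of these genes. Over the wider list of genes rhythmic by both algorithms in the joined time course, the median was 4.18 h and 80.4% had a delay of 2 to 7 h. With the best period of each gene in place of 24 h, the median over the genes called in both genotypes was 4.09 h. Fitted to each day alone, the median delay was 4.00 h on day 4 (3.31 to 4.72 h) and 5.61 h on day 5 (4.73 to 6.61 h), an SD of 1.14 h between the 2 days. With each array left out in turn, the median over both days stayed between 4.6 and 4.9 h. Of the alternatives, day 5 alone moved it most. The lag of the highest cross-correlation, which can fall only on multiples of the 4 h interval, had a median of 4 h. At that resolution, 944 of the genes had their best lag at 4 h, 133 at 8 h and 14 at 0 h.

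**Figure D1:**
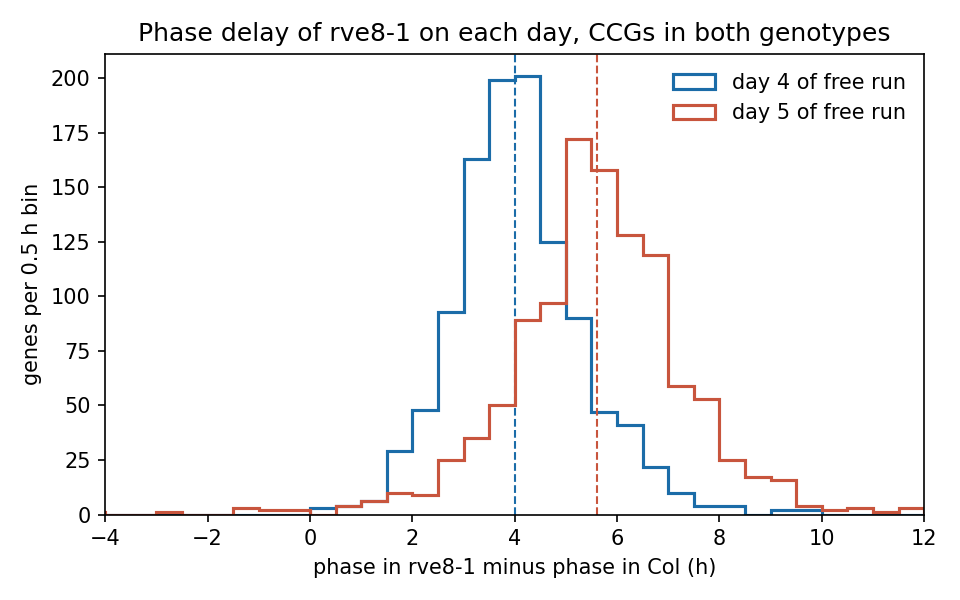
Phase delay of *rve8-1* relative to Col in hours (horizontal axis) for the 1095 genes called by JTK_CYCLE in both genotypes, as the number of genes in bins of 0.5 h (vertical axis). The outlines show the fits to day 4 and to day 5 of free run and the dashed lines their medians, 4.00 and 5.61 h; 2 genes on each day lie to the left of the axis.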

The four-hour phase difference after four days in free run can be attributed to the approximately one hour longer period in *rve8-1* mutants [17], [25]. 

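Within each gene, the delay on day 5 exceeded that on day 4 by a median of 1.55 h, and it was longer on day 5 for 81.3% of the genes. The day labels of the arrays were exchanged within each genotype and time of day in all combinations, and a gap as large was rare (exact permutation test, two-sided, p = 0.000977). Against a 24 h day, the median phase moved by -0.835 h from day 4 to day 5 in Col and by 0.721 h in *rve8-1*. A common period fitted to the same genes was 23.3 h in Col (23.2 to 23.4 h with each array left out) and 24.7 h in *rve8-1* (24.6 to 24.8 h), a difference of 1.4 h.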

The lack of apparent overall expression level differences in most of the “differentially expressed” genes once phase is considered (Fig. 1D–I and Fig. 2B–H) and the close clustering of the wild-type and *rve8-1* samples (Fig. 2A) imply that the majority of the 1557 genes identified as differentially expressed simply have a different circadian phase in *rve8-1*, rather than an overall change in expression levels.

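The mean over the 6 times of day is not altered when a 24 h rhythm is delayed by a whole sampling interval. For such a rhythm, the difference of these means between the genotypes measures the level apart from the phase. The separation is only approximate here, since the common periods were 23.3 h in Col and 24.7 h in *rve8-1* and the median delay was 4.76 h. Among the genes called at the same harvest time, small level differences may thus still hold some effect of phase. In these genes, the absolute value of the level difference was under 0.25 on the log2 scale for 1296 (84.1%) and at least 0.5 for 48. The median absolute difference was 0.11 in these genes and 0.08 in the other expressed genes. With each array left out in turn, the share under 0.25 stayed between 81.1% and 85.8%.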

### Identification of RVE8 Targets with Altered Expression Levels

Since we wished to identify genes with overall alterations in expression levels in *rve8-1*, not just those with altered phases, we adjusted the two time series to compensate for the observed four-hour difference in phase (Fig. 1 and 2) and then carried out differential expression analysis. That is, we used limma as described previously, but this time compared Col_72 with *rve8-1*_76, Col_76 with *rve8-1*_80, etc. (Fig. 3A) We expected four possible types of outcomes for genes previously identified as differentially expressed: (1) genes controlled by the clock that do not have appreciable differences in overall expression levels in *rve8-1* would no longer be identified as differentially expressed, (compare Fig. 1F and Fig. 3C); (2) differentially expressed genes that are not controlled by the circadian clock would still show expression level differences (compare Fig. 1A and Fig. 3B); (3) genes controlled by the clock that also have changes in expression levels (like *RVE8*, compare Fig. 1C and 3D) or a change in phase other than a four hours delay in *rve8-1* would be still recognized as differentially expressed genes; and (4) genes that are clock-regulated in only one of the genotypes (Fig. 4C, 4G, and 4H) might also be differentially expressed. 

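The same moderated F test was then applied with each *rve8-1* group moved against the Col groups by whole sampling intervals, the last time of day being paired with the first. An offset of 4 h gave 12 genes, against 565 at 8 h and 4689, 5816 and 3633 at 12, 16 and 20 h. When a gene was called if any single one of the 6 differences passed an adjusted p of 0.05, the count at 4 h was 9 and again the lowest of the 6 offsets. Only 5 of these 9 genes were among the 12. In simulated data the offset test called 94.5% of the genes whose level was changed by 1 log2 unit and 0% of those delayed by 4 h. The 0% was fixed in advance, because the simulated delay equalled the offset. Other delays were not simulated, and the genes called at the same harvest time had a median delay of 5.15 h. The alternative that moved the count most was the 24 h cosine per genotype, in which the 4 h move called 209 genes. Single arrays moved it as well. It was 41 without *rve8-1*_92, 7 without Col_80, Col_84, Col_92, Col_116 or *rve8-1*_72, and 6 without Col_104, Col_108, *rve8-1*_84 or *rve8-1*_108. Of the 12 genes, At1g53480, At5g11330, *RVE8*, At3g09580 and At3g09590 were called under each of the 35 alternatives, and *QQS* (At3g30720) under 34. At3g42658, with an adjusted p of 0.0152, was lost without any of 8 arrays (Col_92, Col_104, Col_108, Col_116, *rve8-1*_72, *rve8-1*_84, *rve8-1*_96 or *rve8-1*_108, with at most 0.0698). At1g14250, with 0.0247, was lost without any of 13 (Col_80, Col_84, Col_92, Col_104, Col_108, Col_116, *rve8-1*_76, *rve8-1*_84, *rve8-1*_88, *rve8-1*_100, *rve8-1*_104, *rve8-1*_108 or *rve8-1*_112, with at most 0.124). *BGLU18* (At1g52400), with 0.0386, was called under 10 of the 35. With single arrays left out it stayed called without Col_100, *rve8-1*_80 or *rve8-1*_92 and was lost without any other (at most 0.154).

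**Figure D2:**
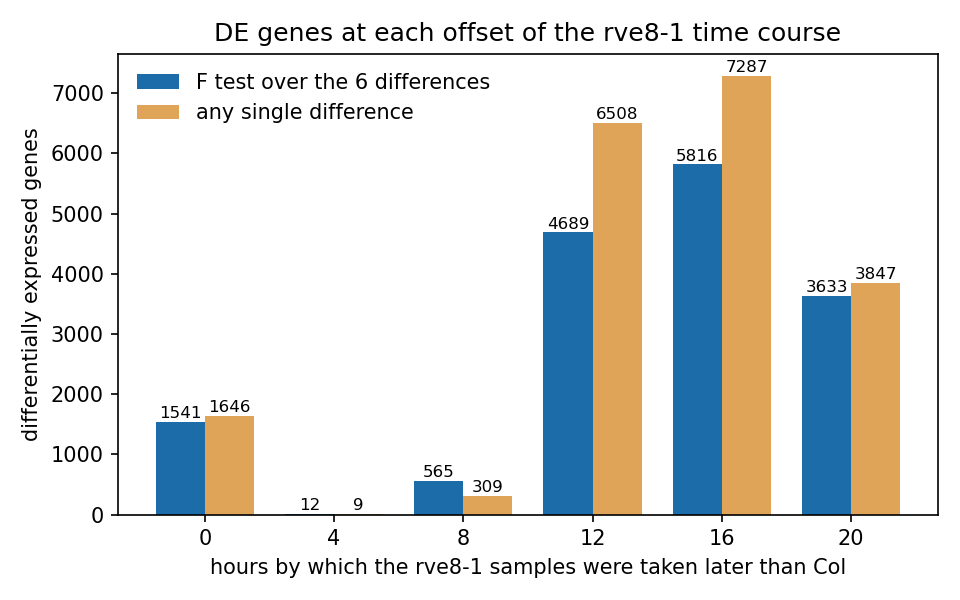
Number of differentially expressed genes (vertical axis) when the *rve8-1* samples were taken 0, 4, 8, 12, 16 or 20 h later than the Col samples (horizontal axis), by the F test over the 6 differences and by any single difference. Both counts are lowest at 4 h, with 12 and 9 genes.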

After comparison of these “offset” Col and *rve8-1* time courses, only 13 genes passed the significance criteria for differential expression (adjusted p value < 0.05; Fig. 3B, 3D, and Fig. 4). Given that most of the 1557 genes initially identified as differentially expressed are also circadian regulated (Fig. 1I), the vast majority of these genes fall into our class 1, simply having a phase delay in *rve8-1* rather than an overall expression level difference between wild type and the mutant.

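Of the genes called at the same harvest time, 1529 (99.2%) were not called at the 4 h offset, and the other genes were the complete list called at the offset. The largest of a gene's 6 differences had a median of 0.78 on the log2 scale at the same harvest time and of 0.44 at the offset. A gene missing from the offset list was not shown to be unchanged. The test of the mean over the 6 times of day called 140 of the genes called at the same harvest time, the 12 offset genes among them. At an unadjusted p under 0.05 the offset test selected 2544 genes, where 973.65 would be expected with no difference in any gene. In the paper's reasoning, genes that are clock-controlled and are no longer called once the time courses are offset belong to its class 1, and from their number it concludes that the vast majority differ in phase rather than in level.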

**Figure 3:**
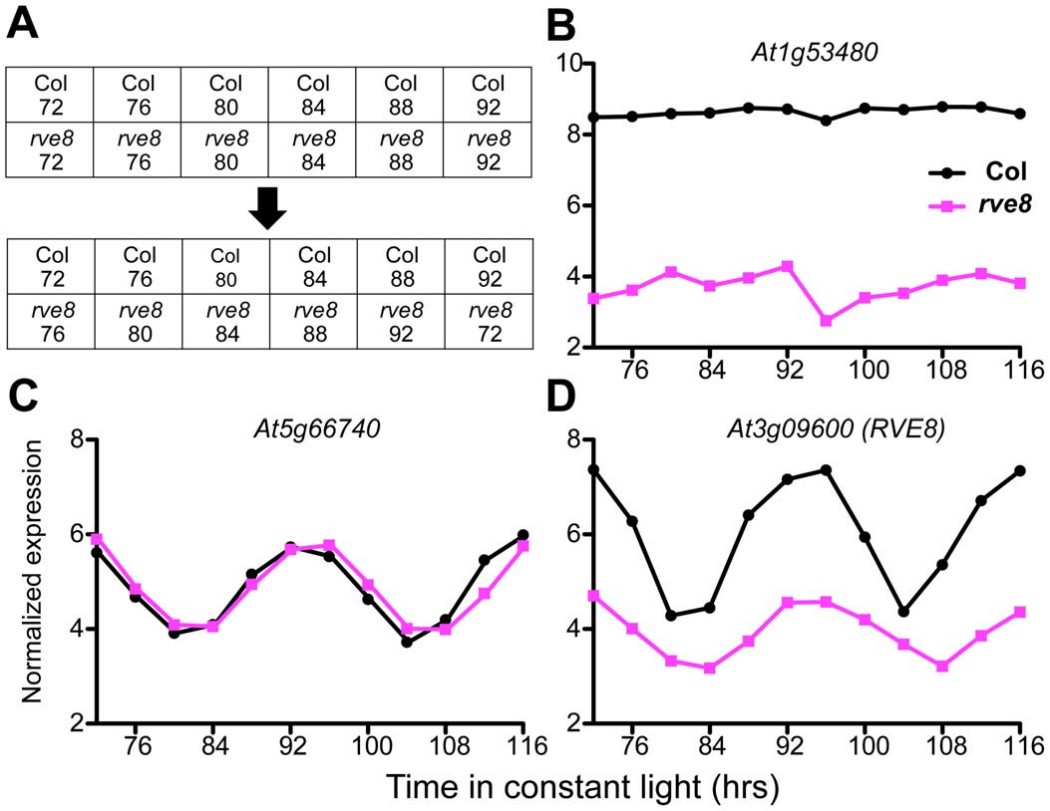
Comparison of transcriptional profiles after compensation for the phase difference. (A) Diagram shows the time points compared to each other using limma either without phase adjustment (upper panel) or with phase adjustment (lower panel). After compensating for the phase difference, Col_72 is compared to *rve8*_76, and so on. (B–D) New time course data alignments of genes previously classified as the most significantly differentially expressed after adjusting for the phase difference. The time shown on the x-axes is that of the Col samples.

**Figure 4:**
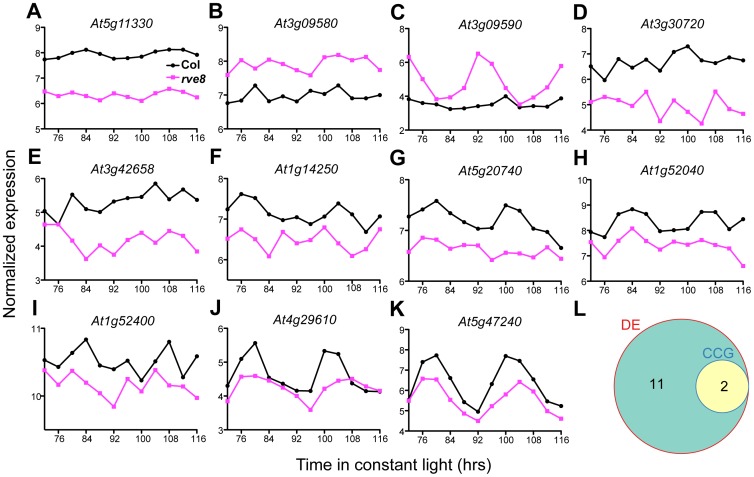
Genes differentially expressed between Col and *rve8-1* after phase adjustment. (A-K) Genes with overall differences in expression levels in *rve8-1*, graphed with the phase adjustment described in the main text. The time shown on the x-axes is that of the Col samples (72 and 96 hours corresponds to subjective dawn). These 11 genes (along with *At1g53480* and *RVE8* shown in Fig. 3B and 3D) are the only ones identified as misexpressed in *rve8-1*. (L) Two out of the 13 differential expressed genes (DE) are classified as clock-controlled genes (CCGs) in both Col and *rve8-1* (*At4g29610* in Fig. 4J, and *At5g47240* in Fig. 4K). Note that *At5g20740*, *At1g52040*, and *At3g09600* (*RVE8*, Fig. 3D) which cycle in Col but not in *rve8-1* (G, H), are not classified as CCGs in Fig. 4L.

The 13 genes that are differentially expressed in the phase-offset datasets fall into each of the above classes 2 – 4. Two of the 13 (*At4g29610*, and *At5g47240*) are clock-regulated in both genotypes (4J–L). 

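JTK_CYCLE gave At4g29610 an adjusted p of 0.0175 in Col and 0.00898 in *rve8-1*, and At5g47240 0.00432 in each genotype. Each JTK_CYCLE p called exact in this text comes from the exact null for templates without ties. The cosine templates do hold ties, so it is not exact for them. With a null that allows for ties, the adjusted p of At4g29610 from JTK_CYCLE was 0.00571 in Col and 0.00442 in *rve8-1*. At4g29610 lost the call in Col without Col_80 or Col_116, and in *rve8-1* without *rve8-1*_84 (exact adjusted p = 0.0559 in each case), and in Col also with linear detrending (0.0968). At5g47240 was called with each array left out. At the 4 h offset, At4g29610 had an adjusted p of 0.0464 from limma and was called under 8 of the 35 alternatives. With single arrays left out it stayed called without *rve8-1*_80 or *rve8-1*_92 and was lost without any other (at most 0.164). Its call was also lost without the expression filter (0.111), with a trend in the prior (0.123) and without moderation (0.0886). At5g47240 had 0.0503 and, among other alternatives, passed 0.05 without Col_72 (0.0143), Col_96 (0.0266), *rve8-1*_80 (0.0166) or *rve8-1*_92 (0.0442).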

The two genes upstream of the *RVE8* locus, *At3g09580* and *At3g09590* (Fig. 4B and 4C), are also misregulated in *rve8-1*, suggesting the T-DNA insertion in *RVE8* not only disrupts *RVE8* expression but also affects nearby genes. 

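At3g09580 lies 2 places and At3g09590 1 place before *RVE8* in the order of the expressed genes along the chromosome. The level of At3g09580 was higher in *rve8-1* by 0.93 log2 units (standard error 0.06, adjusted p = 1.83e-07, limma), with 7.91 ± 0.21 (SD over 12 time points) against 6.98 ± 0.18 in Col. At3g09590 was higher by 1.32 (standard error 0.10, adjusted p = 2.27e-06), with 4.85 ± 1.04 against 3.53 ± 0.24. Its level in Col lies under the 25th percentile of every array, so the size of this rise is a lower bound. Each was higher in *rve8-1* in all 12 pairs of arrays from the same harvest time. On the other side of *RVE8*, At3g09620, whose means lie under the expression threshold of 4.5 in both genotypes, did not pass 0.05, with a difference of 0.28 (adjusted p = 0.163).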

Interestingly, expression of *At3g09590* is clock-regulated with a dawn phase in *rve8-1* but not in Col, suggesting that the enhancer elements within the T-DNA inserted in the *RVE8* locus have imposed *RVE8*-like expression patterns on this adjacent gene. 

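In *rve8-1* the level of At3g09590 was 6.15 ± 0.52 (SD, n = 2) at circadian time 0 and 6.12 ± 0.29 (SD, n = 2) at circadian time 4, and it fell to 3.67 ± 0.22 (SD, n = 2) at circadian time 12. In Col its 6 group means lay between 3.33 and 3.80, below the filter threshold of 4.5. JTK_CYCLE gave an exact adjusted p of 0.00898 in *rve8-1* and 0.378 in Col, and neither side of the threshold changed when an array was left out. The cosine fit did not call At3g09590 in Col (permutation p = 0.0779) but did so with 24 h only (0.0360). A weak rhythm in Col is therefore not excluded. The 24 h cosine fitted to Col peaked 1.19 h after subjective dawn, with an amplitude of 0.24 against 1.35 in *rve8-1*. The cosine fitted to *rve8-1* peaked 2.10 h after subjective dawn, and that of *RVE8* in the same arrays at 2.99 h.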

Four evening-phased CCGs (*At5g20740*, *At1g52040*, *At4g29610*, and *At5g47240*) have reduced expression levels in *rve8-1*; two of them lost rhythmic expression in *rve8-1* (Fig. 4G and 4H) and two are still classified as clock-regulated despite reduced levels in *rve8-1* (Fig. 4J and 4K). None of these 13 differentially expressed genes (except *RVE8* itself) have been reported to affect the circadian clock and are annotated with diverse functions in plants (Table 1). 

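The levels of all 4 genes were lower in *rve8-1* than in Col, with log2 differences of -0.58 (standard error 0.07, adjusted p = 0.000514) for At5g20740, -0.91 (0.11, 0.000522) for At1g52040, -0.37 (0.06, 0.00897) for At4g29610 and -0.82 (0.10, 0.00102) for At5g47240. These calls by limma held with each array left out. The mean of At4g29610 in *rve8-1*, 4.24, lies under the expression threshold of 4.5 but above the 25th percentile of every array. So near the lower end of the scale, the size of its fall may be understated. The cosine fitted to Col peaked 6.65 h after subjective dawn for At5g20740, 11.9 h for At1g52040, 6.75 h for At4g29610 and 6.80 h for At5g47240. JTK_CYCLE called At5g20740 in Col (exact adjusted p = 0.0325), a call lost without any 1 of 9 of the 12 Col arrays (0.0559 in each case, kept only without Col_88, Col_96 or Col_108). It did not call At1g52040 in Col (exact adjusted p = 0.0573), but did so without Col_116 (0.0286), with the null that allows for ties (0.00779) and with a period of 24 h only (0.0323). In *rve8-1* it called neither of these 2 genes. At the 4 h offset the adjusted p of At5g20740 and At1g52040 was 0.0386 each, and removing single arrays raised it to at most 0.128 and 0.131. With single arrays left out, At5g20740 stayed called only without Col_92, Col_116, *rve8-1*_80, *rve8-1*_92 or *rve8-1*_96, and At1g52040 only without Col_112, *rve8-1*_80, *rve8-1*_88, *rve8-1*_92, *rve8-1*_96 or *rve8-1*_104.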

Our results show that after correcting for circadian phase only a handful of genes have significantly altered expression levels in *rve8-1.*

**Table 1:** Annotations for the genes with differential expression levels in *rve8-1* after correction for circadian phase.

AGI	Short description
At1g53480	unknown protein
At5g11330	monooxygenase family protein
At3g09600	myb family transcription factor (RVE8)
At3g09580	amine oxidase family protein
At3g09590	pathogenesis-related protein, putative
At3g30720	QQS (QUA-QUINE STARCH)
At3g42658	transposable element gene
At1g14250	nucleoside phosphatase family protein / GDA1/CD39 family protein
At5g20740	invertase/pectin methylesterase inhibitor family protein
At1g52040	MBP1 (MYROSINASE-BINDING PROTEIN 1); protein binding
At1g52400	BGLU18 (BETA GLUCOSIDASE 18); catalytic/ cation binding / hydrolase, hydrolyzing O-glycosyl compounds
At4g29610	cytidine deaminase, putative / cytidine aminohydrolase, putative
At5g47240	atnudt8 (Arabidopsis thaliana Nudix hydrolase homolog 8); hydrolase

### Investigation of Rhythmic Expression and Generation of a More Complete Clock-regulated Gene List

In addition to expression levels, we also examined circadian waveforms in Col and *rve8-1*. Given that only a dozen genes have different expression levels between the two genotypes once phase is taken into account, we expected little or no difference in rhythmic pattern change except the phase delay in *rve8-1*. We first compared the performance of a commonly used method, COSOPT [26], and a relatively new algorithm, JTK_CYCLE [27], for detecting cycling genes in Col. Both algorithms test correlations between the experimental time course data and a series of cosine models [26], [27], however, JTK_CYCLE uses a nonparametric test and was reported to identify rhythmic genes more reliably with enhanced resistance to outliers and improved computational efficiency [27]. Based on previous studies [2], [4], [27], [28] and our empirical tests, a pMMCβ < 0.05 for COSOPT and multiple-measure adjusted p vlaue < 0.05 for JTK_CYCLE were chosen as significance thresholds. JTK_CYCLE identified slightly more cycling genes than COSOPT in Col (4082 found by JTK_CYCLE compared to 3923 found by COSOPT) with 68 to 71% of the genes shared between the two lists (Fig. 5A). 

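Over the 12 Col arrays in time order, the rewritten JTK_CYCLE, with templates of 20, 24 and 28 h, called 2693 of the expressed genes at an adjusted p under 0.05, and the cosine fit called 5945 at p under 0.05. The lists shared 2587 genes, which are 96.1% of the JTK_CYCLE list and 43.5% of the cosine list. In simulated series with 200 rhythmic genes of amplitude 0.5, JTK_CYCLE recovered 76.5% of these genes in Col and called 1.16% of the genes without a rhythm, while the cosine fit recovered 86% and called 5.87%. The p of the cosine fit is not corrected over genes. The JTK_CYCLE count depended most on its treatment of multiple tests, as no gene passed a further Benjamini-Hochberg adjustment over genes (0 genes), and an exact null that allows for ties in the templates raised it to 4179. With each Col array left out, the count lay between 2079 and 2731.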

We also examined the agreement between these gene lists and that obtained in a previous study by Covington et al. performed using ATH1 arrays [2]. This previous list was produced using COSOPT to analyze a meta-dataset generated by combining two independent time courses, both from Col plants [2]. Considering only genes also represented on the ATH1 array, our current CCG lists produced by JTK_CYCLE and COSOPT have similar overlaps with the Covington gene list, with slightly better coverage provided by the JTK_CYCLE list (Fig. 5B – C). The agreement between either our COSOPT or our JTK_CYCLE list with Covington’s list (∼50%) is greater than a previous report showing around one-third of CCGs overlapping between independent circadian microarray studies [2], suggesting our CCG lists generated using Agronomics1 arrays are reliable. Since JTK_CYCLE takes only about 1/32 of the computing time required by COSOPT and the performance of the two algorithms is similar (Figure 5), we believe JTK_CYCLE to be better suited for analysis of large data sets.

**Figure 5:**
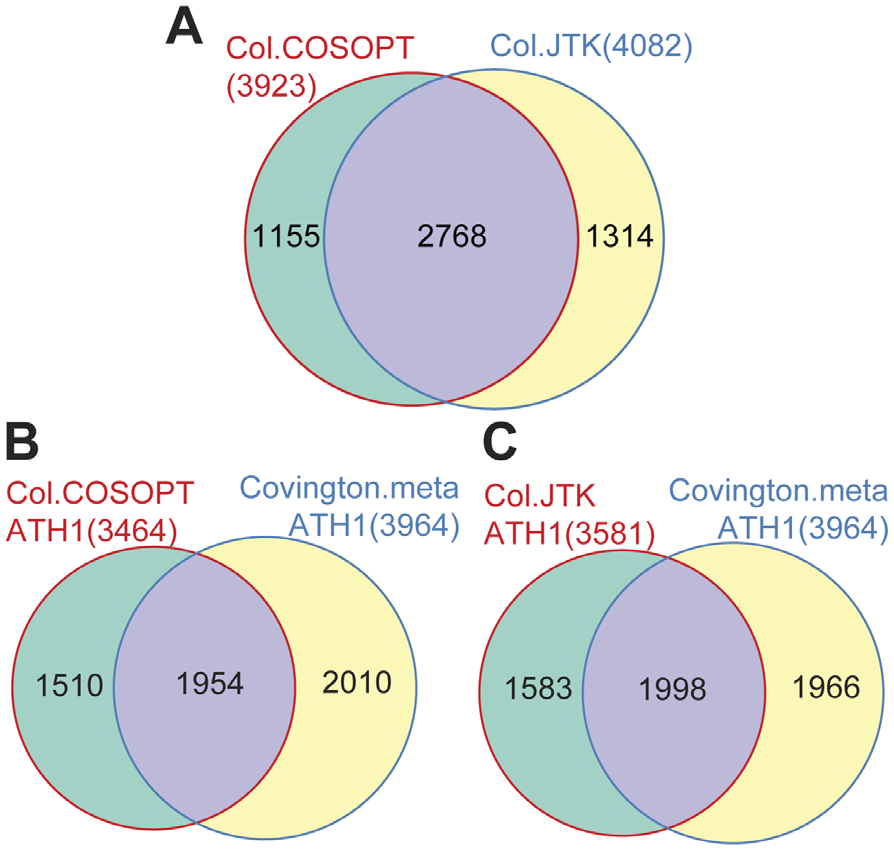
Comparison between lists of clock-regulated genes identified using separate algorithms. (A) A weighted Venn diagram comparing clock-controlled genes (CCGs) identified using COSOPT and JTK_CYCLE from our Col data. (B-C) Comparing the CCG lists generated from our Col data using either COSOPT or JTK_CYCLE, including only genes also represented on the ATH1 array, with the list of CCGs generated by Covington et al. [2]. Covington’s CCG list was generated using COSOPT to analyze a meta time course dataset, which combined two independent circadian time course experiments performed using the ATH1 microarray platform.

To compare rhythmic gene expression in Col and *rve8-1*, we determined the cycling genes lists in *rve8-1* by JTK_CYCLE using the same criteria as described above. 

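JTK_CYCLE applied to the 12 *rve8-1* arrays alone called 2239 genes, and with each array left out between 1585 and 2535. In the simulated series it recovered 68.5% of the rhythmic genes with the *rve8-1* sampling and called 1.21% of the others.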

A similar number of cycling genes are found in *rve8-1* and in Col (3635 and 4082, respectively). Furthermore the overlap between the CCGs found in Col and in *rve8-1* is about 44 and 49% of each data set (Fig. S1), which is similar to what we observed when comparing our Col data set with a previously published list generated using Col plants (Fig. 5B–C). These results suggest circadian expression patterns are not strongly different between Col and *rve8-1*, consistent with the very small number of genes we find differentially expressed between these genotypes after we have compensated for phase (Fig. 4). 

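The genes that JTK_CYCLE called in both genotypes made up 40.7% of the Col list and 48.9% of the *rve8-1* list. With independent lists of these sizes, 309.64 shared genes would be expected. With the null that allows for ties, the shared part of the Col list was 45.0%.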

Inspection of the genes only classified as clock-regulated in one genotype suggest that these genes are actually clock-regulated in the other genotype as well. For example, *FT* is classified as cycling in Col but not in *rve8-1* by JTK_CYCLE, but the transcript shows reasonable cycling in both genotypes by both microarray and qRT-PCR analysis (Fig. 2E). This suggests that circadian analysis of single genotypes, with only 12 time points considered per time course, results in many CCGs being missed due to insufficient statistical power.

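JTK_CYCLE called 1598 genes in Col only and 1144 in *rve8-1* only. A 24 h cosine fitted to the other genotype had a p under 0.05 for 46.6% of the Col-only genes and for 58.0% of the *rve8-1*-only genes. Among the 15636 genes called in neither genotype, the same cosine had a p under 0.05 for 25.9% in *rve8-1* and 25.7% in Col. The fitted phases of the Col-only genes were later in *rve8-1* by a median of 3.75 h (25th to 75th percentile, 1.73 to 5.41 h), and those of the *rve8-1*-only genes by 4.21 h (2.50 to 5.63 h). These percentages describe genes of 1 time course per genotype and carry no replicate error. From the inspection of such genes, the paper proposes that they are clock-regulated in the other genotype as well.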

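JTK_CYCLE gave *FT* an exact adjusted p of 0.0325 in Col and 0.158 in *rve8-1*. The call in Col was lost without any 1 of 8 of the 12 arrays (Col_72, Col_76, Col_84, Col_92, Col_104, Col_108, Col_112 or Col_116, with 0.0559 each), and *FT* was called in *rve8-1* without *rve8-1*_100 (0.0286). Its level in Col was 5.08 ± 0.12 (SD, n = 2) at circadian time 20 and 3.85 ± 0.11 (SD, n = 2) at circadian time 12. In *rve8-1* it was 4.83 ± 0.0045 (SD, n = 2) at circadian time 0 and 3.92 ± 0.12 (SD, n = 2) at circadian time 12. The fitted peak moved from 21.2 h in Col to 2.06 h in *rve8-1*.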

Covington et al have reported a solution to improve the low statistical power common in many circadian microarray studies: combining data sets from different time courses with similar growth conditons to create a meta-time course allowing more reliable and robust detection of circadian rhythms [2]. Since there is little appreciable difference in the transcriptional profiles between Col and *rve8-1* once phase is accounted for (Fig. 2A), we combined these two time courses to create a four-day meta-time course consisting of 24 separate samples. Upon analysis of this four-day meta-time course with COSOPT and JTK_CYCLE, we identified 7021 (Table S1) and 6608 genes (Table S2) as clock-controlled, respectively (Table 2). 

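The joined time course placed the 12 Col arrays first, from 72 to 116 h, then the *rve8-1* arrays from 76 to 116 h and last *rve8-1*_72. Over these 24 points the cosine fit called 8977 of the expressed genes (46.1%), and JTK_CYCLE called 5577 (28.6%). In the simulated series, the 24 points raised the recovery of rhythmic genes to 97.5% for the cosine fit and 95% for JTK_CYCLE, with 6.26% and 1.66% of the unrhythmic genes called. Of the alternatives for JTK_CYCLE, a further adjustment over genes moved its count most, to 3660. Of the genes called in Col only, 72.2% were in both lists of the joined time course, as were 73.8% of those called in *rve8-1* only and 15.7% of those called in neither.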

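The cosine fit and JTK_CYCLE shared 5540 genes over the joined time course, or 28.4% of the expressed genes. They made up 61.7% of the cosine list and 99.3% of the JTK_CYCLE list. Of the shared genes, 2453 had been called by JTK_CYCLE in neither genotype alone. With Benjamini-Hochberg adjustment over genes in both methods, 3619 genes were shared.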

Notably 5836 genes overlap between the two CCG lists (corresponding to 83% and 88% of genes identified by COSOPT and JTK_CYCLE, respectively, Fig. 6A). We next compared the lists of cycling genes generated using our 24 sample (Col + *rve8-1*) meta time course with that generated by Covington et al. using a 25 sample (Col + Col) meta time course [2]. Restricting our analysis to genes represented on the ATH1 arrays, we found that the CCG lists generated by either COSOPT or JTK_CYCLE cover about 71–72% of the genes defined as CCGs by Covington using COSOPT (Fig. 6B–C). This is much better agreement than we found using only our Col time course (Fig. 5B–C), suggesting that combining the Col and *rve8-1* time courses to generate one meta data set enhanced identification of CCGs.

**Table 2:** Summary of the Agronomics1 array data generated in this study.

	Transcripts represented onAgronomics1 array	Transcripts also represented on ATH1 array
Transcript number	30237	22591
Expressed transcripts	19961	16341
CCGs identified by COSOPT^1^	7021	6169
CCGs identified by JTK^1^	6608	5840
CCGs identified by both COSOPT and JTK_CYCLE^1^	5836	5137
CCG percentage (%)^2^	29.2	31.4

1 CCGs identified using the meta time course data.

2 CCG percentage based on the genes identified by both COSOPT and JTK_CYCLE.

**Figure 6:**
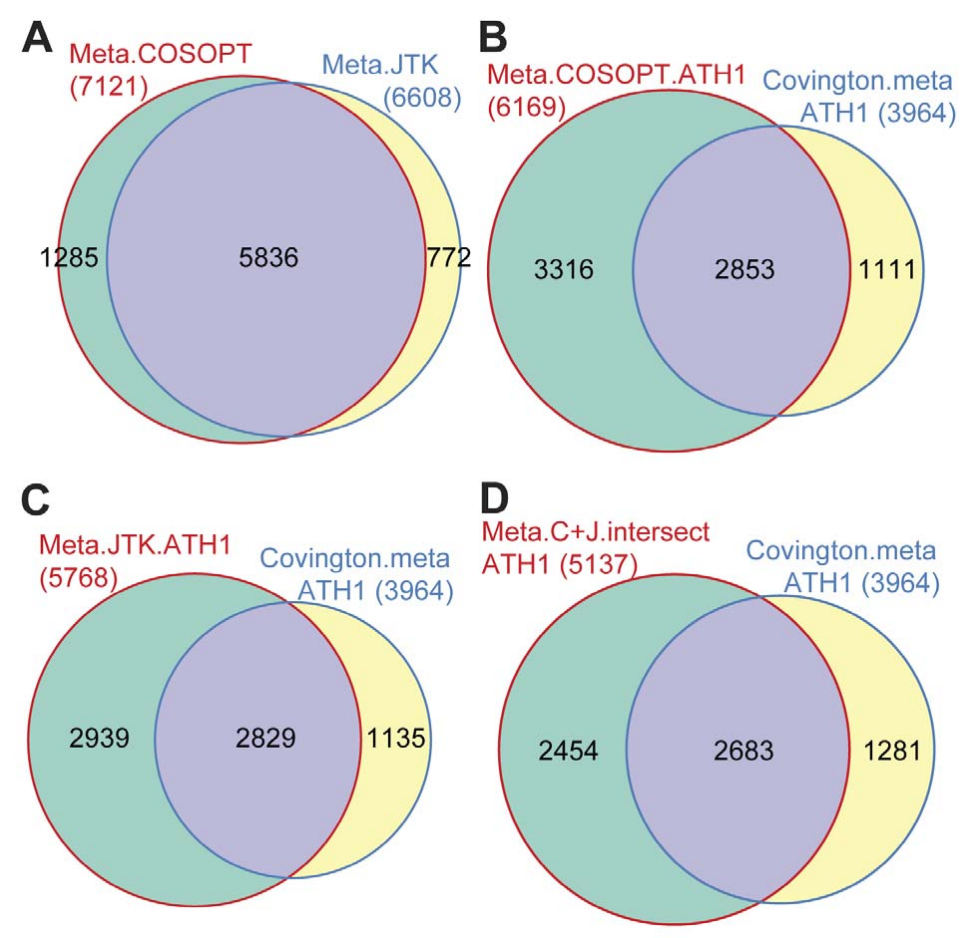
Comparison of circadian-regulated gene lists generated using meta time course data. Col and *rve8-1* time courses were combined (in the order Col_76…Col_116, *rve8*_76, *rve8*_80, …, *rve8*_116, *rve8*_72) to create a meta time course data set spanning four days. Clock-controlled genes (CCGs) were identified either using COSOPT or JTK_CYCLE. (A) A weighted Venn diagram comparing CCGs in the meta time course data identified using either COSOPT or JTK_CYCLE. (B) Comparison of CCGs identified using COSOPT to analyze the combined Col and *rve8-1* meta data set with CCGs identified in a previous study done using ATH1 arrays [2]; only genes also represented on ATH1 arrays were considered. (C) Comparison of CCGs identified using JTK_CYCLE to analyze the combined Col and *rve8-1* meta data set with CCGs identified in a previous study done on ATH1 arrays [2]; only genes also represented on ATH1 arrays were considered. (D) Comparison of CCGs identified by both COSOPT and JTK_CYCLE with CCGs identified in a previous study done on ATH1 arrays [2]; only genes also represented on ATH1 arrays were considered.

We next compared the CCGs identified by both COSOPT and JTK_CYCLE with those only identified by either one or the other method. Genes found to be clock-regulated only by COSOPT or only by JTK_CYCLE have significantly lower amplitudes than those identified by both methods (Fig. S2). This suggests that genes only identified by one method are less robust cyclers than those identified by both methods. 

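Amplitude was estimated from the joined time course as in JTK_CYCLE, on the log2 scale. It had a median of 0.22 (25th to 75th percentile, 0.16 to 0.33) over the genes called by both methods. The 37 genes called by JTK_CYCLE only had a median of 0.14 (permutation of list membership over genes, two-sided, p = 0.0036). The 3437 genes called by the cosine fit only also had a median of 0.14 (p = 0.0001, the smallest that the 10000 permutations can give). Genes called by neither method had a median of 0.10. In the lists of the Col time course alone, the medians were 0.29 for both methods, 0.18 for the 106 genes of JTK_CYCLE only (permutation p = 0.0002) and 0.18 for the 3358 genes of the cosine fit only (p = 0.0001, again the smallest possible). Genes are not independent replicates, so these p values describe the lists.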

We therefore considered the list of genes identified as CCGs by both COSOPT and JTK_CYCLE as CCGs for subsequent analyses; although we are likely omitting true clock-regulated genes, we have high confidence in the genes included in this group. Indeed this gene set, representing the intersection between the COSOPT and JTK_CYCLE lists, still includes ∼68% of Covington’s CCGs (Fig. 6D). The 1281 genes excluded from our CCG list but present in Covington’s list (Fig. 6D) might include genes whose rhythmic expression damps after a few days in free-run, as Convington’s meta set combines two circadian time courses collected on days 2 and 3 of free run while our samples were harvested on days 4 and 5 of free-run. Our meta list created using the Agronomics1 array includes 3133 genes not previously reported as CCGs by Covington et al. (Fig. S3), of which 699 genes are not represented on the ATH1 array. These additional CCGs include many well-documented clock-regulated genes, such as *PRR5*, *GI*, *LUX* and *CO* (Table S1 and S2). 

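In the joined time course, JTK_CYCLE gave exact adjusted p values of 1.38e-05 for *PRR5* (At5g24470), 5.20e-05 for *GI* (At1g22770), 3.24e-06 for *LUX* (At3g46640) and 0.00309 for *CO* (At5g15840). The amplitudes were 0.82, 0.77, 0.75 and 0.26 on the log2 scale, and the cosine fit called each of the 4 genes. Without the 4 h move of the *rve8-1* arrays, *CO* was not called by JTK_CYCLE (exact adjusted p = 0.147). In the Col time course alone, *GI* and *CO* each had an exact adjusted p of 0.0968. *GI* was called there without Col_92 (exact adjusted p = 0.0286), and *CO* without Col_88 (0.00600). With a period of 24 h only, both were called in Col (exact adjusted p = 0.0323 each), and *GI* also with the null that allows for ties (0.0481). *LUX* was called in each genotype alone, whichever array was left out.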

Overall, our cycling list shows good agreement with the previously identified CCG list, with a similar fraction of the transcriptome estimated to be clock-regulated in the two experiments [2] (Table 2). We also validated some newly identified CCGs with either low or high amplitudes using qRT-PCR (Fig. 2B–2F). The reproducible detection of rhythmic gene expression using both microarray and qRT-PCR techniques further suggests our CCG list generated by analysis of the combined data sets is reliable. This more complete list of CCGs may enable new insights into plant physiology.

### Phase Differences as Small as Half an Hour can Result in Significantly Different Levels of Gene Expression

The phase difference between Col and *rve8-1* after four days in free-run is around four hours [17], which had a strong effect on differential expression analysis despite limited changes in overall gene expression levels (Figs. 1 and 4). To further investigate potential effects of phase on determination of differential expression, we used publicly available microarray datasets to compare gene expression in Col vegetative shoots harvested at 30-minute intervals [29]. In this experiment, plants were grown in light/dark cycles and time 0 was defined as three hours after lights on, which corresponds to circadian time 3 (CT3). We examined gene expression levels in Col sampled at times 0, 0.5 and 1 hours. Comparing the 0 and 0.5 hour (CT3 and CT3.5) samples, 790 genes are differentially expressed according to our criteria (adjusted p value < 0.05, with analysis carried out using limma). Of these, 483 are classified as clock-controlled in our meta data set described above (∼61%), much more than the ∼1/3 expected by chance (Fig. 7A and Table 3). We also found a greater fraction of CCGs than expected when we compared the 0.5 hour and 1 hour (CT3.5 and CT4) time points (∼50% of the 1859 differentially-expressed genes are clock regulated) (Fig. S4A and Table 3). In both gene lists, CCGs are significantly overrepresented (p < 2.2 e-16; Table 3).

**Figure 7:**
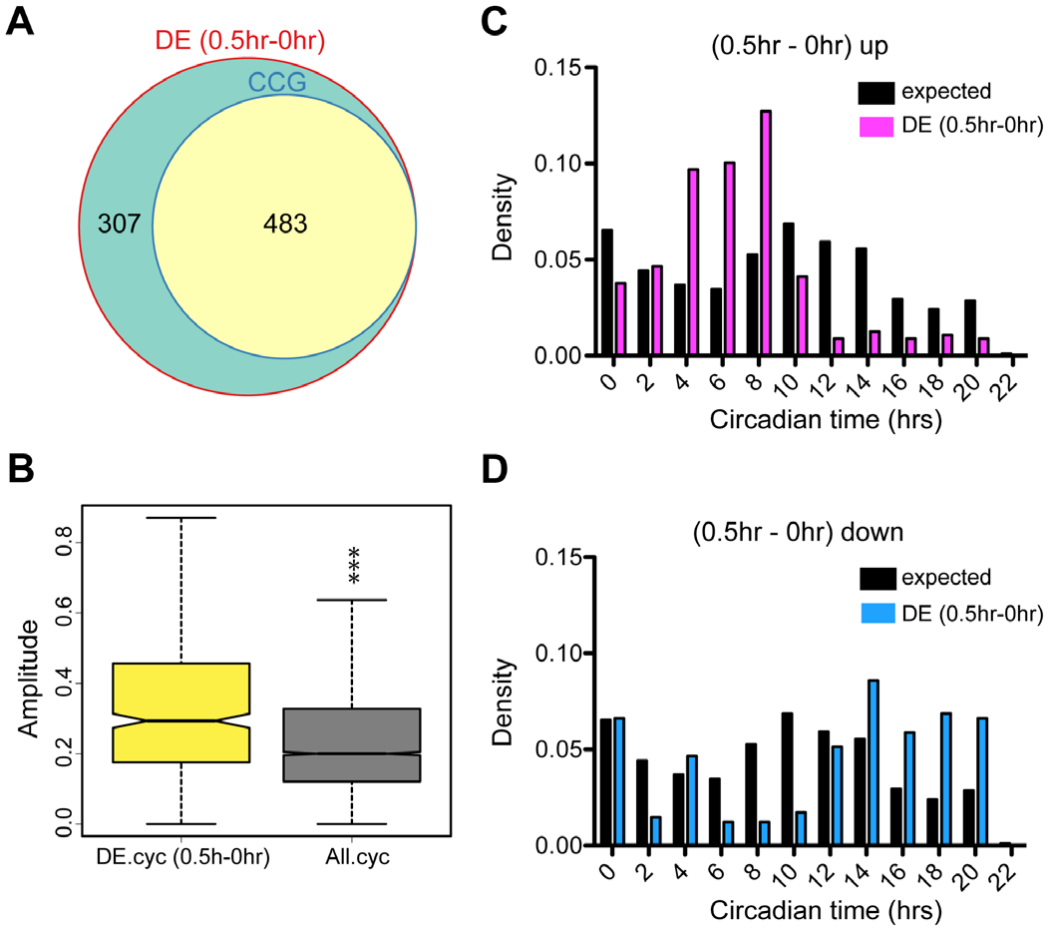
Small differences in circadian phase have profound effects on differential expression analysis. Differential expression analysis using a publicly available dataset of Col harvested at time 0 (corresponding to circadian time 3, i.e., 3 hours after dawn, herein defined as “0 hr”) and 30 minutes later (herein defined as “0.5 hr”) [29]. (A) A weighted Venn diagram presenting the proportion of clock-controlled genes (CCGs) among genes found to be differentially expressed between the 0 and 0.5 hour samples (DE[0.5 hr-0 hr]). (B) A box plot comparing the circadian amplitudes of the differentially expressed CCGs (DE.cyc[0.5 h-0 hr]) and those of all CCGs. The differentially expressed CCGs have on average significantly higher circadian amplitudes (p < 2.2e-16, Wilcox test). (C–D) The phase distributions of the CCGs classified as “up-regulated” or “down-regulated” between 0.5 and 0 hours are plotted alongside the observed phase distribution of all identified CCGs (expected).

**Table 3:** Summary of differential expression analysis in the Col short sampling interval datasets.

Comparison	DE^1^	CCGs^2^	CCG%^3^	Median amplitude^4^
0.5 hr - 0 hr	790	483 ***	61.1	0.2934 ***
1 hr - 0.5 hr	1859	930 ***	50.0	0.2482 ***

1 Differentially expressed in the indicated comparison and passing the expression filter in our Agronomics1 tiling array experiment;

2 clock-controlled genes identified in the meta time course set by both COSOPT and JTK_CYCLE;

3 the percentage of CCG in DE list;

4 Amplitudes were determined using JTK_CYCLE.

Clock-controlled genes (CCGs) are overrepresented among the genes differentially expressed in samples harvested at 30 minute intervals (Fisher’s exact test on both sets, p < 2.2e-16, ***) when compared to the approximately 1/3 of CCGs in the genome. These differentially expressed cycling genes also have significantly higher circadian amplitudes (Wilcox’s test on both sets, p < 2.2e-16, ***) than all CCGs in the genome (median amplitude for all CCGs = 0.2001).

If these CCGs are classified as differentially expressed solely due to a phase difference between the times the plants were harvested, we would predict that the up-regulated genes would be enriched for a certain range of phases while the down-regulated genes would be enriched for the opposite/complementary phases. In accordance with this prediction, genes with peak circadian expression 4 to 8 hours after dawn (CT4 – CT8) are overrepresented and oppositely phased genes are underrepresented amongst the genes that are up-regulated in our “0.5 vs 0 hour” comparison (Fig. 7C). Thus clock-regulated genes with peak expression during the day (CT4–CT8) have higher expression levels in the samples collected slightly later in the day (0.5 hr, or CT3.5) than those collected at 0 hr (CT3), because these genes are approaching their peak levels. Also as predicted, the phase distribution of the down-regulated genes shows the opposite pattern as the up-regulated genes: the down-regulated genes are enriched for those with peak expression between CT14–20 and deficient for genes with peak expression between CT2–10 (Fig. 7D). Thus clock-regulated genes with peak expression during the night have higher expression levels in the samples collected earlier in the day (0 hr, or CT3), consistent with the differential expression being due to a phase difference. Similar patterns were observed when comparing the 1 and 0.5 hour time points, but with slightly shifted enriched phase distributions (Fig. S4C–D). This slight shift in the enriched phase is expected as genes peaking at times close to the new time points being examined will be affected more strongly, indicating time of sampling is also critical for phase effect. Also consistent with the differential expression of CCGs being due to a phase difference, these differentially expressed genes have on average higher amplitude circadian expression than do all CCGs in the genome (Fig. 7B and Fig. S4B). In conclusion, these results demonstrate that even very small differences in circadian phase (30 minutes in this example) can cause significant differences in expression in large numbers of genes, especially those with high circadian amplitudes.

## Discussion

### The Role of RVE8 in the Central Clock in Arabidopsis

Previous studies have shown that RVE8 affects the phase of both central clock genes (*CCA1*, *LHY*, and *TOC1*) and output genes (*CCR2*) in both loss-of-function T-DNA mutants and in overexpression lines [17], [25]. Since the light input pathway was not appreciably altered in these genotypes [17], these data suggested RVE8 functions close to the central oscillator in Arabidopsis. 

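The delay of the fitted 24 h cosine in *rve8-1* was 4.59 h for *CCA1*, 4.58 h for *LHY* (At1g01060), 3.61 h for *PRR9* (At2g46790), 4.82 h for *PRR7* (At5g02810), 4.79 h for *PRR5*, 5.82 h for *GI*, 3.75 h for *TOC1*, 3.40 h for *LUX* and 6.90 h for *RVE4* (At5g02840). From day 4 to day 5 the delay of *LHY* went from 3.16 to 6.20 h, and that of *PRR9* from 3.64 to 3.55 h, so single genes vary by hours between the days. Among output genes it was 3.30 h for *GATA21*, 4.59 h for *PIF7*, 4.82 h for *FT* and 5.24 h for *IAA29*. Of the 775 genes called both as differentially expressed at the same harvest time and by JTK_CYCLE in each genotype, 774 were delayed.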

By determining the transcriptional profiles of Col and *rve8-1* in the current study, we have found that as expected given the one hour long period phenotype of *rve8* mutants, all of the central clock components and output genes display an approximately four-hour delay in *rve8-1* after four days in free-run (Fig. 1 and Fig. 2). This further supports the hypothesis that RVE8 plays a role in the central clock in Arabidopsis.

After adjusting for the phase difference between these two time courses, we identified very few genes with altered expression levels or patterns in the *rve8-1* mutant (Fig. 3 and Fig. 4). Among the 13 genes that do show defects in gene expression not accounted for by phase, we identified four evening-phased CCGs (*At5g20740*, *At1g52040*, *At4g29610*, and *At5g47240*) (Fig. 4G–H and 4J–K). All four genes have reduced expression levels in *rve8-1*, while two of them also lose the rhythmic pattern. RVE8 has been shown to bind the EE *in vitro* and *in vivo*, and has peak protein levels in the subjective afternoon [17]. Intriguingly, one or more EE-like sequences (AAATATCT or AAAAATCT) are found within 1500 bp upstream of the transcriptional start sites of all four of these genes (Figure S5), suggesting they might be direct targets of RVE8. The reduced levels of these four evening-phased genes in *rve8-1* supports the idea that RVE8 promotes evening gene expression, perhaps via modulation of histone 3 (H3) acetylation [25].

Given the clear circadian phenotype in *rve8-1* after four days in free-run, it was surprising that only a few genes show overall changes in expression levels. One explanation for this might be partial genetic redundancy within the RVE/CCA1/LHY gene family. There are 11 members in this family in Arabidopsis, each containing a signature single MYB-like domain followed by a proline-rich region. The closest homologs to RVE8 are RVE3, RVE4, RVE5, and RVE6, of which all but RVE3 have also been reported to associate with EE motifs [17]. Another possible explanation could be that RVE8 acts in the afternoon to promote evening-phased gene expression, affecting the timing of onset of transcript accumulation, but does not appreciably influence peak or trough transcript levels. According to this model, the *rve8-1* long period phenotype might be due to a delay in accumulation of evening-phased clock genes rather than to overall changes in their expression levels. Important future directions will be to examine the expression levels of evening genes in plants mutant for multiple *RVE* genes and to investigate the role of RVE8 on the precise timing of clock gene expression.

### Identification of Circadian-regulated Genes

A number of time course microarray experiments on Arabidopsis have been conducted to identify circadian-regulated genes [3], [4], [22], [30], [31]. However, only a low percentage of genes (32–37%) were found to overlap between clock-regulated gene lists generated using separate datasets [2]. This could be due to insufficient statistical power given the low sampling resolution (four hour intervals), small number of replicates, and short time courses (two days) in these experiments [2], [28]. By combining two independent microarray datasets followed by detection of rhythmic expression, Covington et al. found a higher number of cycling genes (3975 genes) that captured 79–87% of the clock-regulated transcripts identified in individual datasets [2]. These results demonstrate that the use of meta-data allows the more reliable identification of cycling genes and significantly increases the agreement between different data sets.

Given the close similarity between our wild-type and *rve8-1* datasets, we used the approach previously described by Covington et al. [2] and integrated these two independent datasets before identification of CCGs. We found that 6608 out of 19961 expressed genes (33%) are classified as CCGs using JTK_CYCLE and a similar number of cycling genes (7021, 35%) are identified using a second method, COSOPT. This ratio of cycling genes is similar to the 36% of the expressed genes identified as CCGs by Covington et al. [2]. Notably, 5835 genes were found in common between the CCGs identified by either COSOPT or JTK_CYCLE. Furthermore, when we restricted our CCG list to the intersection of CCGs identified by both methods, our gene list still contains 68% of the genes identified in the Covington’s study. This is remarkably good agreement considering this previous study used a different microarray platform and identified CCGs using only COSOPT. Indeed, the agreement between our CCG list and that of Covington et al. is greater than that previously found when comparing independent circadian microarray studies [2].

In addition to reliably identifying genes previously designated as CCGs, we also identified 3133 CCGs not included in the Covington et al. list. 699 of these are not represented on ATH1 arrays; the remaining 2434 may have been identified as CCGs in our but not previous experiments because Agronomics1 tiling arrays are reported to yield more reliable expression levels than ATH1 arrays [23]. In contrast, Covington’s list contains 1135 CCGs that are not identified in our data sets. This may in part be due to differences in sampling times, as Covington’s list was generated from two time courses collected on the 2^nd^ and 3^rd^ day in free-run while our samples were harvested on the 4^th^ and 5^th^ day in free-run, at which point some less robust circadian rhythms may have damped. Despite this, our analysis has generated a more complete cycling list that includes a number of previously missed, well-documented, clock-regulated genes as well as novel clock-regulated genes. This more complete gene list will provide a useful reference for future study, especially for analysis of genes not represented on the ATH1 array.

### Even Small Differences in Circadian Phase have Strong Effects on Gene Expression

We have demonstrated that without taking phase into account, 1557 genes are identified as differentially expressed between Col and *rve8-1*, although follow-up analysis revealed that very few genes showed alterations in overall expression levels or patterns between these genotypes. Remarkably, we also found that even a 30-minute difference in phase (just 2.1% of a 24 hour period) results in the statistically significant misexpression of hundreds of genes. Most of these differentially expressed genes (50–61%) are CCGs (Fig. 7A and S4A, and Table 3), underscoring the importance of the circadian clock in genome-wide regulation of transcription. However, the effect of circadian phase on the observed differential expression could still be underestimated. Hughes et al. compared the numbers of CCGs identified using samples collected at 1-, 2-, 3-, or 4-hour intervals over two days [28]. They found that many fewer clock-regulated transcripts were identified using samples collected at 4-hour intervals, as done in our and most other circadian studies, than in the other sampling regimes. In addition, genes with ultradian rhythms (periods of 8 or 12 hours) could only be detected when samples were collected at intervals of less than 4 hours [28]. Therefore even more of the genes identified as differentially expressed in these samples may be clock-regulated than we estimate. Furthermore, other biological periodic rhythms may contribute to phase differences between samples. For example, 416 genes (out of 6220 genes in the genome) in *Saccharomyces cerevisiae* and approximately 700 genes in human cells grown in tissue culture have been reported to show cell-cycle-associated rhythms [32], [33].

Our study provides a cautionary note for all biologists: one should meticulously take the “time” into account when designing experiments, always harvesting control samples at the same time (more precisely, at the same phase) since differences as small as 30 minutes in time of sampling can have profound effects on experimental results. For large experiments that require a lengthy sample collection times, randomization of genotypes and replicates will help minimize the profound effects of phase on expression levels. We further suggest that investigators determine if CCGs are overrepresented amongst their differentially expressed genes; if so, this might be a sign that the differential expression is at least partially due to phase differences between the samples. Finally, while our current study has focused on transcriptional regulation, the circadian phase difference that we observed would likely also affect other physiological processes such as metabolic events, suggesting it is important to take time of day into account when designing all types of large-scale experiments.

## Materials and Methods

### Plant Material, RNA Processing and Array Hybridization

Seeds of *rve8-1* [17] and Col-0 (originally obtained from Lehle Seeds) were sterilized, plated on Murashige and Skoog (MS) agar media containing 3% sucrose, and stratified at 4°C in the dark for two days. Seedlings were then grown under 12 hours light (50–60 µmol m^−2^s^−1^ white fluorescent light):12 hours dark conditions at 22°C for 7 days before being released into constant white light. Samples (∼50 plants per samples) were collected every four hours on the 4^th^ and 5^th^ days in free-run, immediately frozen in liquid nitrogen, and then stored at –80°C until being processed. Total RNA was prepared with TRIzol reagent (Invitrogen), treated with RNase-free DNase I (Qiagen), and further purified using the RNeasy MinElute Cleanup Kit (Qiagen). The quality of the isolated RNA was determined by NanoDrop ND 1000 (NanoDrop Technologies) and Bioanalyzer 2100 (Agilent). Samples with a 260 nm: 280 nm ratio and a 260 nm: 230 nm ratio between 2 and 2.3, and an RIN (RNA integrity number) value greater than 8 were processed further. Biotin-labeled cRNA was prepared using the GeneChip 3′ IVT Express kit (Affymetrix) and hybridized onto Affymetrix AGRONOMICS1 Arabidopsis tiling arrays as previously described [23].

### Agronomics1 Array Data Analysis

Analysis was performed using an open source software under the Bioconductor [34] project with the statistical programming language R version 2.13 [35]. The poorly performing probes (since probes on the tiling array are restricted to fixed windows along the chromosome, the sequences of 25mer oligonucleotides may not have optimal hybridization properties) were dynamically masked during the analysis using the scripts provided by Rehrauer et al. [23] and were excluded from probe set summaries. Background correction, normalization, and summarization of probe sets were based on the Agronomics1 “all genes” CDF files with TAIR.9 annotation [23] and Robust Multichip Averaging (RMA) [36] implemented in the Aroma.Affymetrix package [37]. After this low-level analysis, genes with at least four time points showing expression levels greater than log_2_4.5 in either the Col or the *rve8-1* time course were considered to be expressed, and were used for the downstream analysis. Differential analysis was performed using the limma (Linear models for microarray data) package [24]: briefly, the 5^th^ day data were treated as replicates of the 4^th^ day data in each genotype. Accordingly, six time points with two replicates in Col and *rve8-1* were included in the linear model, and then empirical Bayes statistics were applied to determine the differential expression between the comparisons. An adjusted p value of less than 0.05 was used as a significance threshold. A heat map of the hierarchical clustering of the differentially expressed genes was created using the heatmap.2 function implemented in *gplots* package [38]. For comparing gene lists, weighted Venn diagrams were created using the *Vennerable* package [39]. For determining the significance of the relative proportions of clock-controlled genes in the differentially expressed gene lists in a given comparison and in the whole transcriptome, Fisher’s exact test was performed using the fisher.test function in R.

The raw data and normalized results have been deposited in the Gene Expression Omnibus database (GEO) (http://www.ncbi.nlm.nih.gov/geo) with accession number GSE37278.

### qRT-PCR

RNA was isolated using TRIzol (Invitrogen) and was treated with DNase I (Qiagen). cDNA was synthesized using SuperScriptase ΙΙ (Invitrogen) following the manufacturer’s protocol. qRT-PCR was performed as previously described [40]. Three technical triplicates for each sample were run using an iQ5 Real Time PCR machine (Bio-Rad), and starting quantity was estimated from critical thresholds using the standard curve method. Data were normalized to the respective *PROTEIN PHOSPHATASE 2A* (*PP2A*) expression levels in each sample. The primer sets for each transcript are listed in Table S3.

### Identification of Cycling Genes Using JTK_CYCLE and COSOPT

The Col and *rve8-1* two-day time course data were first analyzed separately using JTK_CYCLE to identify clock-controlled genes in each genotype. Genes with a period ranging from 20 to 28 hours and an adjusted p value less than 0.05 are considered cycling. In order to obtain more statistical power for the identification of clock-regulated genes, the Col and *rve8-1* time courses were combined (in the order Col CT_72, 76, …116, followed by *rve8*_76, 80, … 116, 72) to create a four-day meta time course, and circadian-regulated genes were identified using two independent cycling-detecting algorithms, JTK_CYCLE and COSOPT. In both cases, we required the estimated circadian period to be between 20–28 hours. Based on previous studies [26], [27] and our empirical tests, the significance thresholds for identification of clock-regulated genes were set to an adjusted p-value < 0.05 for JTK_CYCLE and a pMMC-β < 0.05 for COSOPT. For genes with estimated periods other than 24 hours, phase was adjusted according to the ratio of its period to 24 hours.

### Analysis of AtGenExpress Data

The raw data from AtGenExpress ME00325 [29] was normalized using RMA [36] before differential expression analysis was carried out using limma [24]. All time points (0, 0.5, 1, 3, 6, 12, and 24 hrs) of the Col shoot control samples were included in the linear model. The contrasts comparing “0.5 and 0 hrs” and “1 and 0.5 hrs” were then made. Genes with differential expression given a statistical threshold of an adjusted p-value < 0.05 for either comparison were separated into up- and down-regulated genes. The Wilcox test was performed to examine if the circadian amplitudes of differentially expressed CCGs and those of all CCGs are significantly different. The phase distributions of these up- and down-regulated CCGs were plotted in comparison to those of all CCGs to determine if any particular phase was overrepresented or underrepresented. Amplitudes and phases were determined by JTK_CYCLE using the meta time course data as described above.

## Supporting Information

Figure S1 A weighted Venn diagram indicating the overlap between the CCG lists identified from the separate Col and *rve8-1* datasets using JTK_CYCLE. The overlap is 44 and 49% of each data set. This level of agreement compares favorably to the one third overlap observed between two similar, independent data sets generated in Col [2], implying that the circadian rhythms in transcript levels between these two genotypes are unlikely to be significantly different.
(PDF) Click here for additional data file.

Figure S2 Box plots presenting amplitudes of genes classified as clock-regulated in Col either by COSOPT alone (A) or JTK_CYCLE alone (B) and those of genes identified by both algorithms (JTK/COSOPT overlap). Genes only identified as cycling by one method have significantly lower amplitudes than those identified by both methods. The lower amplitudes indicate those genes are cycling less robustly and might explain why they are only found using one or the other method. The amplitudes are significantly different with p < 2.2e-16 (significance determined using Wilcox test).
(PDF) Click here for additional data file.

Figure S3 A weighted Venn diagram presenting the overlap between CCGs identified in the meta time course data with all the transcripts present on Agronomics1 tiling array and the CCGs identified by Covington et al. [2] using the ATH1 array.
(PDF) Click here for additional data file.

Figure S4 A thirty minute difference in circadian phase has profound effects on differential expression analysis. Differential expression analysis using a publicly available dataset of Col plants harvested at time 0.5 (corresponding to circadian time 3.5, herein defined “0.5 hr”) and 30 minutes later (herein defined “1 hr”) [29]. (A) A weighted Venn diagram presenting the proportion of clock-controlled genes (CCGs) among genes differentially expressed between the 1 and 0.5 hour samples (DE[1 hr - 0.5 hr]). (B) A box plot comparing the amplitudes of the differentially expressed CCGs (DE.cyc[1 h - 0.5 hr]) and those of all CCGs. The differentially expressed CCGs have on average significantly higher amplitude than all CCGs (p < 2.2e-16, Wilcox test). (C–D) The phase distributions of the CCGs classified as “up-regulated” or “down-regulated” between 1 and 0.5 hours are plotted alongside the observed phase distribution of all known CCGs (expected).
(PDF) Click here for additional data file.

Figure S5 The promoters of the four evening-phased genes that are differentially expressed in *rve8-1* contain one or more EE (AAATATCT) or EE-like (AAAAATCT) sequences. The graph shown is the output of the SCOPE motif finder (http://genie.dartmouth.edu/scope/) [41].
(PDF) Click here for additional data file.

Table S1 The circadian analysis by COSOPT. Agronomics1 microarray expression data for individual genes, normalized using RMA, and circadian parameters as determined using COSOPT. Phase indicates time of (day) peak expression, Beta indicates rhythmic amplitude, and pMMC.Beta indicates the agreement of the time series data with a cosine wave; the lower the pMMC.Beta value, the better the fit of the data to the best-matching cosine wave model tested. For our analyses, genes were defined as ‘expressed’ if more than four time points have expression levels higher than log_2_ (4.5). Genes with an pMMC.Beta value less than 0.05 were classified as circadian-regulated.
(CSV) Click here for additional data file.

Table S2 The circadian analysis by JTK_CYCLE. Agronomics1 microarray expression data for individual genes, normalized using RMA, and circadian parameters as determined using JTK_CYCLE. PHASE indicates time of (day) peak expression, AMP indicates rhythmic amplitude, and ADJ.P (adjusted p value) indicates the agreement of the time series data with a cosine wave; the lower the ADJ.P value, the better the fit of the data to the best-matching cosine wave model tested. For our analyses, genes were defined as ‘expressed’ if they have at least four time points of expression levels greater than log_2_(4.5). Genes with an ADJ.P value less than 0.05 were classified as circadian-regulated.
(CSV) Click here for additional data file.

Table S3 Primer sequences used in this study.
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

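RNA from seedlings of Col and *rve8-1* was measured on 24 AGRONOMICS1 arrays, 12 per genotype, with 1 array for each harvest from 72 to 116 h in continuous light. The authors masked poorly performing probes, corrected the background, normalized the arrays and summarized probe sets with RMA, and the values as deposited are log2 expression levels of 30237 genes. The table held 0 columns of other samples, and 29715 of its identifiers matched a locus tag of the reference annotation. No further normalization was applied. For arrays, precision rests on the signal over background and on the spread between replicates, and only the latter could be measured from summarized values.

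The arrays were grouped by genotype and time of day into 12 groups of 2, with day 5 of free run taken as the replicate of day 4. To learn whether arrays of one day pair with one another, the day 5 minus day 4 differences of the groups were correlated over genes for the 66 pairs of groups. The median correlation was 0.0581 (range, -0.340 to 0.535), with 25 pairs over 0.1 and 19 under -0.1, and 1 gene had a day effect at an adjusted p under 0.05 (1265 at an unadjusted p under 0.05). The days were therefore not entered as a block, and a replicate block was run as an alternative. Both that day effect and the block shift all groups alike, so neither takes up a change of phase between the days.

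Genes with at least 4 time points above 4.5 in the time course of either genotype were kept. A linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3, with 12 residual degrees of freedom and 3.58 prior degrees of freedom. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 from a moderated F test over the 6 differences between the genotypes, at the same harvest time or with *rve8-1* taken 4 h later than Col. A contrast of the means over the 6 times of day, with limma's moderated statistic (two-sided), gave level differences with standard errors. When an array was left out, its group kept 1 array, which was assumed to vary like the other groups.

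JTK_CYCLE was rewritten from its published description in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. It took Kendall's statistic against 18 cosine templates with periods of 20, 24 and 28 h and phases in steps of 2 h. The two-sided null was the exact one for templates without ties, with Bonferroni adjustment over templates. Because the templates hold ties, this null is not exact for them. Among simulated Col series without a rhythm it called 1.16%, and the null that allows for ties called 2.84%. In place of COSOPT, which was not used here, series were detrended and fitted by least squares with cosines of 20 to 28 h in steps of 0.5 h, and the amplitude was compared with 1000 permutations of the time points at p under 0.05. The joined time course took Col from 72 h and then *rve8-1* from 76 h, with *rve8-1*_72 last. Phases came from 24 h cosines fitted to each genotype. Distances between arrays were Euclidean over log2 values, clusters were formed by complete linkage, and nearest arrays were tested with 100000 permutations of the *rve8-1* times of day. Amplitudes of lists were compared with 10000 permutations. Figures were drawn with matplotlib 3.10.9.

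The tests were tried on simulated data. In addition to the rates given at the results, the mean-level contrast called 99.5% of the genes whose level was changed and 0% of those delayed by 4 h. In simulated rhythms delayed by 4 h the fitted phases gave a median delay of 3.99 h. All simulated rhythms had a period of 24 h and a delay of 4 h, so the simulations do not cover other periods or delays.

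The tests of the paper's main results, their alternatives and the rule for naming genes were set before the data were examined, apart from 4 alternatives added later: another draw of the cosine permutations in each of 2 time courses, the null that allows for ties for the amplitudes, and the 25th percentile of each array as a covariate. The rule takes the genes that the paper names, the 10 genes with the smallest p in each of the differential expression tests, and the 5 largest falls and 5 largest rises past the threshold of the mean-level test. Alternatives covered the expression filter, scaling between arrays, the variance prior, the form of the test, the replicate block, each array left out, the null and period range of JTK_CYCLE, and detrending and statistic of the cosine fit. *RVE3*, *RVE5* and *RVE6* were not matched to a gene identifier, and *CCR2* and *PP2A* were ambiguous, so no values are given for them. Comparisons that need arrays of other studies or promoter sequences were not made, since those data were not used here.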

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

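Of the tests that weigh explanations in this part, those of poly(A) tails and of photosynthesis genes were chosen before their results were seen, and the other tests only afterwards.

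Transcripts encoded by the chloroplast genome, which the paper does not discuss, were lower in *rve8-1*. Over 64 such genes the median of *rve8-1* minus Col was -0.42 on the log2 scale and 95.3% of them were lower. Over pairs of arrays from the same harvest time, the median was below 0 in 11 of 12 pairs (range, -1.20 to 0.15). Flipping the signs of the pairs in all combinations gave an exact two-sided p of 0.00195, which argues against unequal arrays by chance. Of 10000 nuclear lists matched for level, the middle 95% had medians from -0.07 to -0.003. With the 25th percentile of each array as a covariate, for array quality, the median was -0.44. After quantile normalization, for the scaling between arrays, it was -0.38, with median centring -0.45, and with a single array left out it came no nearer to 0 than -0.38. These values argue against array quality as measured by that percentile, scaling and a single array as the whole cause. Nuclear photosynthesis genes did not share the fall, since 37 of them had a median of -0.0205 and a lowest difference of -0.15, with 54 chloroplast genes below that value. Most of these nuclear genes lie near the top of the scale, where differences may be compressed, although the 8 with a mean level under 12 had a median of 0.01. The fall was not confined to the chloroplast, since 17 mitochondrial genes had a median of -0.26 (-0.30 to -0.23 with each array left out). What stays open is a smaller share of RNA without poly(A) tails in *rve8-1*. The mitochondrial fall goes with this explanation, because transcripts of both organelles lack stable poly(A) tails, but organelle transcripts can change for other reasons. Only 7 nuclear snRNA and snoRNA genes were expressed, with a median of -0.0208 and a range from -0.39 to 0.17, too few and too scattered to decide, so this explanation cannot be told apart from the others. The labels of 0 samples name a processing date or batch, so arrays of each genotype processed apart cannot be told apart from the genotype either. A change in organelle transcripts due to the genotype may remain, as a hypothesis only.

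The mean-level test found a signal that the paper's test by time of day did not report. It called 209 genes, 81 higher and 128 lower in *rve8-1*, of which 197 were not called at the 4 h offset. The count rests on single arrays. It was 114 without Col_72, 77 without Col_80, 98 without Col_84, 100 without Col_88, 98 without Col_92, 106 without Col_96, 110 without Col_100, 110 without Col_104, 85 without Col_108, 115 without Col_112 and 128 without Col_116. It was 135 without *rve8-1*_72, 430 without *rve8-1*_76, 1187 without *rve8-1*_80, 97 without *rve8-1*_84, 100 without *rve8-1*_88, 314 without *rve8-1*_96, 80 without *rve8-1*_100, 97 without *rve8-1*_104, 98 without *rve8-1*_108 and 752 without *rve8-1*_112. The split between directions moved with the scaling, to 50 higher and 218 lower after median centring and 92 higher and 115 lower after quantile normalization. In 100 splits of the arrays, which swapped the genotypes within pairs aligned by 4 h, 4 gave as many genes, the real one included. The other 3 gave 460, 610 and 1418 genes, more than the real split. The share is under 0.05, but with a count that rests on single arrays it gives little ground to exclude chance. At the same harvest time and at the offset, 3 of 100 splits gave as many genes, the real one included, and the other 2 exchange the genotypes for whole times of day, which the F test cannot distinguish from the real split. No explanation was tested for the 197 genes as a set, although those weighed for the chloroplast genes above and for other observations below cover part of the genes with a mean-level difference.

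The delay of *rve8-1* differed between the days, with a median of 1.55 h more on day 5 than on day 4. Exchanging day labels gave an exact two-sided p of 0.000977, which argues against chance. The gap stayed at 1.37 h or more with each single array left out, the lowest value being that without Col_104. A longer period in *rve8-1* is a candidate explanation, since the fitted period was longer in *rve8-1* by at least 1.2 h whichever array of each genotype was left out. The period and the gap come from the same phases, so the second is not independent evidence for the first.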

How the results depend on the processing

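The tests with an added draw of permutations, the null that allows for ties for amplitudes, and the percentile covariate were chosen after the results were seen.

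Among the named genes, no called gene reversed its direction under the alternatives that were run, and no count did so. Level differences of named genes near 0 that were not called changed sign under some of them. So did delays of named genes not called by JTK_CYCLE in both genotypes. The cause of each change below was not tested, except that fewer or more genes enter with another filter and that a stricter threshold calls fewer genes. The count of genes called at the same harvest time was 957 without a filter and with the filter at the logarithm of 4.5, which all 30237 genes pass, 633 at a threshold of 0.01 and 3280 with a 24 h cosine per genotype. It ranged from 1018 to 1935 with each array left out, lowest without Col_112 and highest without *rve8-1*_104. It was 1559 after quantile normalization, 1511 after median centring and 1526 with the replicate block. The count at the 4 h offset was 7 without moderation, 6 at 0.01 and 209 with a 24 h cosine per genotype, and from 6 (without Col_104, for example) to 41 (without *rve8-1*_92) with each array left out. It was 13, 14 and 11 under quantile normalization, median centring and the replicate block, which also removed the call of *MBP1* (adjusted p = 0.0646; 0.00247 to 0.131 over its alternatives). The count of genes with a mean-level difference was 87 without a filter and with the filter at the logarithm, 344 with a trend in the variance prior, 334 with a trend and robust prior and 424 with the percentile covariate, and from 77 (without Col_80) to 1187 (without *rve8-1*_80) with each array left out.

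JTK_CYCLE called 4179 genes in Col and 3819 in *rve8-1* with the null that allows for ties, and 3418 in *rve8-1* with 24 h alone. A further Benjamini-Hochberg adjustment over genes left 0 in each genotype, against 2693 and 2239 without it, and 3660 in the joined time course. The share of Col genes also called in *rve8-1* was 45.0% with ties and had no value with that adjustment. The ranges with each array left out were 2079 to 2731 in Col and 1585 to 2535 in *rve8-1*. The cosine fit called 3141 genes in Col by a Benjamini-Hochberg adjusted F test. The share of JTK_CYCLE genes also found by it was 91.6% with ties and 99.0% without detrending, and 3619 genes were shared in the joined time course with adjustment in both methods. The share of called genes that are clock-controlled was 92.5% with the cosine list, 65.2% with the Col list of JTK_CYCLE and 79.5% when any single difference defined the call. The median amplitude was 0.263 by least squares, 0.291 in Col alone and 0.206 with ties.

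Over all pairs of a named gene and an alternative, 72 lost and 4 gained a call at the same harvest time while 1250 did not change side, and at the offset 124 lost and 26 gained one while 1215 did not. With 2 arrays per group and values that already carry the authors' background correction, a small difference near the lower end of the scale was not detectable.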

Differences from the paper's values

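The tests reported here were chosen before the results were seen.

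JTK_CYCLE called 2693 genes in Col, and the paper's value is 4082. Of the alternatives set before the data were examined, the null that allows for ties (4179), 24 h alone (3850) and no filter (2913) gave a value within 1.5 times of the paper's, as did leaving out Col_104 (2731), while the further adjustment over genes (0), detrending (2196) and leaving out any other Col array did not. In *rve8-1* it called 2239 genes, and the paper's value is 3635. The null that allows for ties (3819), 24 h alone (3418) and leaving out *rve8-1*_96 (2535) fell within that range, and the further adjustment (0), no filter (2406), detrending (1688) and leaving out any other *rve8-1* array did not. The cosine fit called 5945 genes in Col, and the paper's value for COSOPT is 3923. The adjusted F test of a 24 h cosine (3141) fell within that range, and no detrending (5975), the share of variance (6044) and 24 h alone (6735) did not. Of the cosine list, 43.5% was also called by JTK_CYCLE, and the paper's value for COSOPT is 71%. The null that allows for ties gave 64.4%.

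The paper lists At5g47240 among the genes called at the offset, and here its adjusted p was 0.0503. It was called with a filter of more than 4 points (0.0447), quantile normalization (0.0426), median centring (0.0371), a trend in the prior (0.0248), a trend and robust prior (0.0285), a 24 h cosine per genotype (0.000233) and without the pair that wraps around (0.0457), and without Col_72 (0.0143), Col_96 (0.0266), *rve8-1*_80 (0.0166) or *rve8-1*_92 (0.0442). The paper places *GATA21* among the genes called at the same harvest time. Here its adjusted p was 0.143, and it was called without *rve8-1*_104 (0.0333). The paper describes At1g52040 as cycling in Col, and here the exact adjusted p of JTK_CYCLE was 0.0573, with calls under the null that allows for ties (0.00779), 24 h alone (0.0323) and without Col_116 (0.0286). The paper's Fig. 4 legend describes *RVE8* as not cycling in *rve8-1*, and here JTK_CYCLE called it there (exact adjusted p = 0.00193). The paper describes At5g20740, At4g29610 and At5g47240 as evening-phased, and here their fitted peaks in Col lay at 6.65, 6.75 and 6.80 h. These are peaks of a 24 h cosine, whereas the common period fitted in Col was 23.3 h. By JTK_CYCLE in the joined time course, the phase of each of these genes was 8 h, although At5g20740 was not called there. Peak times thus depend on the measure. The paper has JTK_CYCLE finding more genes than COSOPT in Col, and here the cosine fit found more than JTK_CYCLE.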

Other observations

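Of the tests in this part, that of segments of another parent was chosen before its result was seen, and those of the genes beside *RVE8* and of evening genes only afterwards.

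Among the 10 expressed genes on each side of *RVE8*, 5 had a mean-level difference by limma. Besides At3g09590 and At3g09580 these were AT3G09560 (0.49, adjusted p = 0.0111), AT3G09570 (0.30, 0.0113) and AT3G09540 (0.25, 0.0492), which were chosen after their values were seen and were not tested with single arrays left out. Of 18870 windows of the same size elsewhere, 0 held as many, the most being 3, so that chance placement of such genes along the chromosomes is excluded for this window. The insertion in *RVE8* may act on more genes than its nearest neighbours, as a hypothesis found and tested on the same data.

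Outside this region, segments of another parent in the *rve8-1* line were tested as an explanation for the 173 placed genes with a mean-level difference. They formed 25 neighbouring pairs, against a mean of 15.0 in random draws (permutation test, one-sided, p = 0.00613). The ratio of 1.66 stands beside 1.02 for the 1382 genes called at the same harvest time without a level difference. Neighbouring genes can share regulation for other reasons and no sequence was used here, so these cannot be told apart.

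Loss of an activator of evening genes was tested over clock-controlled genes. The median level difference was 0.01 for 2276 genes peaking from 8 to 16 h and -0.03 for 1755 genes peaking from 20 to 4 h, a gap of 0.0461 in the direction opposite to a fall (exact two-sided p over swaps of genotype, 0.469). Of the evening genes called by the mean-level test, 19 were lower and 2 higher, and of the dawn genes 3 were lower and 7 higher. The median and the called genes point in different directions and the gap is within the swaps, so the tables leave this explanation undecided.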
